# Novel role for alpha-2-macroglobulin (A2M) as a disease modifying protein in senile osteoporosis

**DOI:** 10.3389/fcell.2023.1294438

**Published:** 2023-10-30

**Authors:** Siddaraju V. Boregowda, Christopher L. Haga, Valentina M. Supper, Cori N. Booker, Donald G. Phinney

**Keywords:** osteoporosis, skeletal stem cells, mesenchymal stromal cells, A2M, aging

## Abstract

**Introduction:** In the rapidly aging U.S. population, age-induced bone loss (senile osteoporosis) represents a major public health concern that is associated with a significant increased risk for low trauma fragility fractures, which are debilitating to patients, cause significant morbidity and mortality, and are costly to treat and manage. While various treatments exist to slow bone loss in osteoporosis patients, these suffer from poor tolerability and label restrictions that limit their overall effectiveness. Over the past decade, skeletal stem/progenitor cells (SSPCs), which are the main precursor of osteoblasts and adipocytes in adult bone marrow (BM), have emerged as important players in osteoporosis.

**Methods:** Age-induced skeletal pathology was quantified in elderly (24-month-old) vs. mature (3-month-old) mice by micro-CT and changes in SSPC abundance in the BM of these mice was quantified by fluorescence-activated cell sorting (FACS). SSPCs from elderly vs. mature mice were also analyzed by RNA-Seq to identify differentially expressed genes (DEGs), and gain and loss-of-function studies were performed in human BM-derived mesenchymal stromal cells (BM-MSCs) to assess A2M function.

**Results:** Elderly mice were shown to exhibit significant age-induced skeletal pathology, which correlated with a significant increase in SSPC abundance in BM. RNA-seq analysis identified alpha-2-macroglobulin (A2M), a pan-protease inhibitor that also binds inflammatory cytokines, as one of the most downregulated transcripts in SSPCs isolated from the BM of elderly vs. mature mice, and silencing of A2M expression in human BM-MSCs induced their proliferation and skewed their lineage bifurcation toward adipogenesis at the expense of osteogenesis thereby recapitulating critical aspects of age-induced stem cell dysfunction.

**Conclusion:** These findings identify A2M as a novel disease modifying protein in osteoporosis, downregulation of which in bone marrow promotes SSPC dysfunction and imbalances in skeletal homeostasis.

## 1 Introduction

Currently, over 10 million adults in the United States age 50 or older have osteoporosis and another 33 million suffer from osteopenia (Golden et al., 2009; Wright et al., 2014), a serious osteoporosis risk factor, making osteoporosis one of the most common chronic age-associated disorders in humans (Burge et al., 2007; Jeremiah et al., 2015). Characterized by significant decreases in bone mass, denisty and rigidity, osteoporosis patients have a significant increased risk for low-trauma fragility fractures and their complications (Kim et al., 2010; Jiao et al., 2015). For example, it is estimated that ∼50% of women and ∼25% of men age 50 or older will experience at least one osteoporosis-related bone fracture, which are associated with significant morbidity and mortality and are costly to treat and manage (Burge et al., 2007; Tu et al., 2018). Numerous studies have identified imbalances in the activity of bone forming osteoblasts, bone resorbing osteoclasts and mechanosensitive osteocytes as the main driver of bone loss in osteoporosis (Baron and Kneissel, 2013), and while various treatments that decrease bone loss (Mosekilde et al., 2000; Russell, 2011; Siu et al., 2013; Plotkin et al., 2015) or stimulate new bone formation (Cosman et al., 2017; Markham, 2019) exist, their widespread use is limited by poor tolerability in some patients and adverse side effects associated with long-term use.

Increased marrow adipose tissue (MAT) volume is recognized as a prominent feature of osteoporosis, which accelerates bone loss due to the anti-osteogenic activity of secreted fatty acids, adipokines and RANKL (Meunier et al., 1971; Rosen and Bouxsein, 2006; Botolin and McCabe, 2007; Zhang et al., 2011; Sadie-Van Gijsen et al., 2013; Devlin and Rosen, 2015). This observation has implicated skeletal stem/progenitor cells (SSPCs), which serve as the main precursor of osteoblasts and adipocytes in adult bone marrow (BM), as important players in osteoporosis (Zhou et al., 2014; Panes et al., 2016; Yue et al., 2016). While several distinct cell populations that ostensibly function as SSPCs in BM have been identified (Cao et al., 2020), several independent studies have implicated the Lin^−^LEPR^+^ cell fraction, which encompasses SSPCs and osteogenic and adipogenic progenitors, in skeletal pathophysiology. First, Yue et al. (2016), demonstrated that targeted deletion of Lin^−^LEPR^+^ cells in BM protects mice from bone loss and MAT accumulation in response to high fat diet feeding and Deng et al. (2021), showed that targeted deletion of the histone lysine demethylase KDM4B in the *LepR* cell compartment exacerbates age-induced bone loss and MAT accumulation by inducing stem cell exhaustion. Most recently, Shen et al. (2021), reported that a subpopulation of osteolectin (OLN) expressing Lin^−^LEPR^+^ cells decline precipitously with aging in mice. These findings are consistent with other studies linking age-related bone loss to decreased proliferation, increased senescence, and impaired osteogenesis of bone marrow-derived mesenchymal stem cells (BM-MSCs) (Bellantuono et al., 2009; Kim et al., 2012), which are culture-expanded populations that retain SSPC properties. Together, these studies implicate SSPC dysfunction as a driver of skeletal pathology in senile osteoporosis.

Herein, we demonstrate that size of the Lin^−^LEPR^+^ pool in BM is expanded in elderly (24-month-old) vs. mature (3-month-old) mice even though elderly mice showed significant bone loss based on micro-CT analysis. To better contextualize this result, we performed RNA sequencing-based transcript profiling (RNA-seq) of Lin^−^LEPR^+^ SSPCs from these mice, which identified alpha-2-macroglobulin (A2M) as a highly downregulated transcript in response to aging. A2M gain and loss of function studies further demonstrated that increased proteolytic activity augmented proliferation and skewed bifurcation of BM-MSCs toward adipogenesis at the expense of osteogenesis thereby recapitulating aspects of age-induced stem cell dysfunction *in vivo*. These data, together with studies showing that A2M plasma levels and BM-MSC A2M promoter methylation levels are negatively and positively correlated, respectively, with age in humans (Birkenmeier et al., 2003) and that genetic deletion of *A2m* results in deleterious skeletal alterations in mature mice, identify A2M as a putative disease modifying protein in senile osteoporosis.

## 2 Materials and methods

### 2.1 Mice

All studies involving mice were reviewed and approved by the Institutional Animal Care and Use Committee at the Herbert Wertheim UF Scripps Institute for Biomedical Innovation and Technology. C57Bl/6 male mice (Jackson labs) were maintained in ventilated cages on a 12 h light:dark cycle and fed standard chow for the duration of the study unless indicated otherwise. Mice purchased at 18 months old were housed until they reached 24 months of age. Mice used in this study were euthanized by asphyxiation using a time controlled Euthanex device that delivers CO_2_ gas at a flow rate of 10%–30% of the container volume per minute. This method is consistent with recommendations from the AVMA guidelines for euthanasia of animals.

### 2.2 Cell isolation and culture

Human BM-MSCs were isolated from aspirates of the iliac crest (Lonza, United States) as previously described (Boregowda et al., 2016) and cultured in complete culture medium (CCM) consisting of α-MEM supplemented with 100 U/mL Penicillin, 100 μg/mL Streptomycin, 2 mM L-glutamine and 17% FBS (Atlanta Biologicals, Inc.) at 37°C in 5% CO_2_ in a humidified chamber. Media changes were performed every 3-4d and BM-MSCs were harvested at ∼70% confluency with 0.25% trypsin-EDTA. Media and supplements were purchased from Gibco unless indicated otherwise. Lin^−^LEPR^+^ and Lin^−^LRP1^+^ cells were enriched from BM using a published method with modifications (Zhou et al., 2014). Briefly, BM pooled from femurs/tibiae of mice was digested for 15 min at 37°C with 500 μg/mL Liberase DL (Sigma-Aldrich) and 400 μg/mL DNAseI (Sigma-Aldrich). The digestion was repeated a total of three times, and after each digestion the single cell suspension was transferred to a fresh vial on ice and the remaining undigested marrow was added with fresh digestion buffer. Liberated cells were pooled and suspended in HBSS, stained with CD16/32 Fc block (BD, #553142, 1:40), FITC anti-Ter119 (Tonbo #35-5921, 1:100), FITC anti-CD31 (BD, #553372, 1:50), FITC anti-CD45 (BD, #553078, 1:100), biotinylated anti-LEPR (R&D, #BAF497, 1:33), biotinylated anti-LRP1 (Novus Biologicals, #NB100-64808B, 1:33), donkey-anti-goat Alexa 647 (Invitrogen, #A21447, 1:40) and/or Streptavidin BV-421 (BD Biosciences, #563259) antibodies and propidium iodide (PI) (BD, #51-66211E, 1:100) and the subpopulations of interest isolated by FACS using a BD FACS Aria at a flow rate of <10,000 cells/sec and a 100 μM nozzle.

### 2.3 Micro-CT

Tibiae were carefully removed at the knee, keeping the proximal tibia and muscles intact, stored in 10% neutral buffered formalin, and shipped to the University of Toledo for analysis. Tibiae were dissected, fixed overnight in 4% paraformaldehyde, and stored in 70% ethanol at 4°C. Bone and MAT scans were conducted using a µCT35 micro-CT system (SCANCO Medical AG) with the x-ray source operating at 70 kVp and 114 μA energy settings, and recording 500 projections/180° acquired at 300 ms integration time using. Scans of trabecular bone in the proximal tibia consisted of 300 slices covering 2.1 mm from the growth plate, and scans of cortical bone consisted of 57 slices covering 0.4 mm of the tibia midshaft. Segmentation of trabecular bone images was conducted on 200 total slices beginning 10 slices from the growth plate following manual contouring (optimized gray-scale threshold of 220 per mille, equivalent to 3313 Hounsfield units, or μ of 1.76). Segmentation of cortical bone images are conducted on the entire image stack of 57 slices following semi-automatic contouring (260 per mille threshold, 3673 Hounsfield Units). Trabecular and cortical bone morphometric parameters were calculated directly from voxel values with a 7 μm nominal resolution voxel for trabecular bone and 12 μm for cortical bone. Lipid distribution and volume was conducted on decalcified bone specimens stained for 2 h in 0.1 M sodium cacodylate buffer (pH 7.4) with 2% osmium tetroxide. Images of lipid deposits were acquired at 12 µm resolution and quantified directly from voxel volumes from whole tibiae. The data shown from bone and MAT scans was generated using Evaluation Program V6.5-3 (Scanco Medical AG) and analyzed using recommended guidelines (Bouxsein et al., 2010).

### 2.4 Metabolic profiling

Blood was drawn via cardiac puncture after euthanasia and collected in uncoated 1.5 mL tubes. After clot formation, the tubes were centrifuged 5 min at 1,000 g, the serum was decanted and stored at −80°C. Leptin levels were quantified using the Quantikine Mouse/Rat Leptin ELISA Kit (R&D Systems MOB00).

### 2.5 Cell proliferation and differentiation

BM-MSCs were stained with 10 µM carboxyfluorescein succinimidyl ester (CSFE, Invitrogen) at 37°C for 10 min, quenched with five volumes of CCM, washed 3x with PBS, collected by centrifugation at 500 g for 10 min, then plated at 1,000 cells/cm^2^ and cultured for 7 days at 37°C with media changes every 2–3 days prior to flow cytometric analysis. Where indicated, BM-MSCs were transfected with a scrambled or *A2m-*specific siRNA (Ambion A2M silencer Select, #4392420) using the reverse transfection method as described previously (Boregowda et al., 2016). Additionally, BM-MSCs (∼3,000 cells/cm^2^) were incubated in adipogenic induction media (AIM; CCM supplemented with 500 nM Dexamethasone, 500 µM Isobutylmethylxanthine, 500 µM Indomethacin, 1 U Penicillin and 1 μg/mL streptomycin) or osteogenic induction media (OIM; DMEM low glucose supplemented with 10% FBS, 100 nM Dexamethasone, 10 µM β-glycerol-phosphate, 147.5 μM L-Ascorbic acid 2-phosphate, 1 U Penicillin and 1 μg/mL streptomycin) for 10 or 14 days, respectively, with media changes every 2–3 days. To measure adipogenesis, cells were incubated for 10 min at 37°C in AdipoRed reagent and the extent of staining quantified spectroscopically (485 nm). For osteogenesis, cells were incubated in 10% neutral buffered formalin for 1 h, washed with de-ionized water and stained with Alizarin Red S (pH = 4.2) for 20 min at room temperature. Monolayers were then rinsed with de-ionized water until clear, washed with PBS, and extracted with 10% (w/v) cetylpyridinium chloride in 10 mM sodium phosphate, pH 7.0 for 15 min at room temperature and extracted dye quantified spectroscopically (562 nm). For gain and loss-of-function experiments, BM-MSCs from two donor populations (RD02, RD05) were plated 48-well plates (∼20,000 cells/well) and after 1-3d the media (0.5 mL/well) was replaced with AIM or OIM supplemented with 10 μL of PBS or Trypsin (2.5%). Media was replaced every 7d and cultures terminated after 10 or 21d, respectively, and cell monolayers stained as described above. Alternatively, BM-MSCs were cultured in AIM or OIM alone or supplemented with 0.5 mg recombinant human A2M (rhA2M)/mL (R&D Systems, #1938-PI), cultured for a total of 7 or 5 days, and then stained as above. Spectroscopic analyses were performed using a SpectraMax^®^ M5e Multi-Mode Microplate Reader (Molecular Devices, LLC.) and images were acquired using a Leica DMI3000B upright fluorescent microscope attached to a DFC295 digital camera (Micro Optics of Florida, Inc.). All experiments included non-stimulated cells incubated for the same duration as controls.

### 2.6 RNA sequencing

Total RNA was pooled from 3 or 4 mice per group to increase yields for library prep. RNA was run on an Agilent 2100 Bioanalyzer RNA pico chip (Agilent Technologies 5067-1513) for quality assessment and quantification and subsequently concentrated with a SpeedVac Vacuum Concentrator (Thermo Scientific). Libraries were prepared in an RNase-free working environment. For all samples except 14wk AMB and HU MSC (processed as total RNA), poly-adenylated RNAs were selectively isolated from total RNA (∼10 ng) using poly-T oligos attached to magnetic beads according to the manufacturer’s guidelines in the NEBNext poly(A) mRNA magnetic isolation module (NEB E7490). Library preparation from enriched mRNA and total RNA was completed with the NEBNext Ultra II Directional RNA kit (NEB E7760). Briefly, the RNA samples were chemically fragmented in a buffer containing divalent cations and heating at 94°C for 15 min. The fragmented RNA was random hexamer primed and reverse transcribed to generate the first strand cDNA. The second strand was synthesized after removing the RNA template and incorporating dUTP in place of dTTP. Incorporation of dUTP quenched the second strand during PCR amplification and therefore the strand information was preserved. The double-stranded (ds) cDNA was purified with 2.0X Agencourt AMPure XP bead (Beckman Coulter A63881) ratio to retain insert fragments >80 nt. The ds cDNA was end repaired and adenylated at the 3’ end. A corresponding “T” nucleotide on the adaptors was utilized for ligating the adaptor sequences to the double stranded cDNA. The adaptor ligated DNA was purified using 1.2X bead ratio and PCR amplified using 15 cycles to incorporate a unique barcode and to generate the final libraries. The final libraries were size selected and purified using 1.0X AMPure XP beads to remove any primer dimers and validated on a Bioanalyzer High Sensitivity DNA chip and normalized to 1 nM. After equimolar pooling, the libraries were loaded at a 1.8 pM concentration, and sequenced on a NextSeq 500 (Illumina) with 2 bp × 40 bp paired-end chemistry. On average, 20–25 million pass filter (base quality score >Q30 suggesting less than 1 error in 1,000 bp) reads were generated.

### 2.7 RNA-seq data analysis

All raw RNA-Seq data processing was conducted using the Galaxy web application (Afgan et al., 2018). Collected reads were downloaded as raw FASTQ files and quality checks were performed using the FASTQC application (Andrews, 2010). CutAdapt (Martin, 2011) was used to remove adapter sequences and short reads. Reads were mapped against the NCBI Build 37 mm9 mouse reference genome using the HISAT2 (Kim et al., 2019) and featureCounts (Liao et al., 2014 April 1) application packages. Raw read counts were then exported for downstream analysis in the R software package environment. Differential gene expression analysis was carried out in R using the edgeR package (Robinson et al., 2009). Low expressing raw reads across samples were filtered out such that the sum of counts was greater than 2 across any given transcript. Raw read counts were normalized with the edgeR calcNormFactors function to generate a model of normalized reads (cpm) which were then filtered to only include protein coding transcripts in subsequent analyses. A dispersion value of 0.2 was used for differential expression exact test analysis. Differentially expressed genes (DEGs) were used to create ranked ordered lists for gene ontology (GO), gene set enrichment analysis (GSEA), and KEGG pathway analysis using the clusterProfiler R package (Yu et al., 2012). PCA analysis was carried out using the DESeq2 software package (Love et al., 2014). Heatmaps were generated using the Pheatmaps R package (Kolde, 2019). Heatmaps are displayed as a calculated Z score across each row of transcripts and display the top 1000 most highly variable transcripts. The Enhanced Volcano package (Blighe et al., 2019) was used to generate volcano plots of DEGs.

### 2.8 Western blotting

BM-MSCs were washed 2x with ice-cold PBS and collected in RIPA buffer (50 mM Tris-Cl ph7.4, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate) by gently scraping. Lysates were cleared by centrifugation at 12,000 g for 20 min and protein content measured using the Bradford method (Bio-Rad). Protein samples were suspended in 4X NuPAGE LSD sample buffer, heated for 3 min at 95°C, and separated by electrophoresis on NuPAGE 4%–12% Bis-Tris polyacrylamide gels (Invitrogen). Proteins were transferred to PVDF membranes, incubated with TBST (10 mM Tris, pH 8.0, 150 mM NaCl, 0.1% Tween 20) and 5% non-fat dry milk (Bio-Rad) for 1 h at room temperature, rinsed in TBST and incubated overnight at 4°C in TBST containing 5% BSA with the following antibodies; mouse anti-hGAPDH (SantaCruz, #sc-47724), rabbit anti-hLRP1(Cell Signaling, #64099S) and rabbit anti-hA2M (Cell Signaling, #71610S) antibodies followed by IRDye^®^ 680LT Donkey anti-Mouse IgG Secondary Antibody (red, Licor #926-68022) and IRDye^®^ 800CW Donkey anti-Rabbit IgG Secondary Antibody (green, Licor #926-32213). Proteins were visualized using an Licor Odyssey Imaging System and both colors were imaged using a single scan.

### 2.9 Statistical analysis

The statistical significance between two independent experimental groups was assessed using a two-tailed, unpaired Student’s t-test. The statistical significance among more than two groups was assessed using a one-way ANOVA with multiple comparisons assessed using the Tukey’s test. Significance level was set at *p* ≤ 0.05. All data represent mean ± standard deviation.

## 3 Results

### 3.1 Elderly mice exhibit skeletal pathology consist with senile osteoporosis

To interrogate the role of BM resident SSPCs in senile osteoporosis, we initially quantified age-induced skeletal pathology in male mice by micro-CT. Although the exact peak age of development is not rationally established, 3-month-old mice are recognized as equivalent to fully mature adult humans (20–30 years), 18-month-old mice are representative of middle aged (38–56 years) humans, and 24-month-old mice are representative of elderly (>69 years) humans (Dutta and Sengupta, 2016). Analysis of the proximal tibiae (Figure 1A) of mature (3-month-old) vs. elderly (24-month-old) male mice revealed significant decreases in bone volume as a percentage of total volume (BV/TV), trabecular number (Tb.N), and connectivity density (Conn.D) (Figure 1B) and significant increases in trabecular spacing (Tb.Sp) and structure model index (SMI) (Figure 1C) in response to aging. Analysis of the tibiae midshaft (Figure 1D) further revealed that elderly vs. young mice exhibited a significant increase in total marrow area (M.Ar) (Figure 1E) and significant decreases in bone area as a fraction of total area (B.Ar/T.Ar), cortical thickness (Ct. Th), and cortical bone mineral density (BMD) (Figure 1F). While age-dependent bone loss is extensively documented, age-dependent changes in marrow adiposity is under-reported. Analysis of tibiae stained with osmium tetroxide (Figure 1G) showed a significant expansion of MAT volume (Figure 1H) in elderly vs. mature mice, which paralleled age-related increases in body weight and body fat mass (Figure 1I) and serum leptin levels (Figure 1J). These observed age-related changes in skeletal pathology are consistent with senile osteoporosis.

**FIGURE 1:**
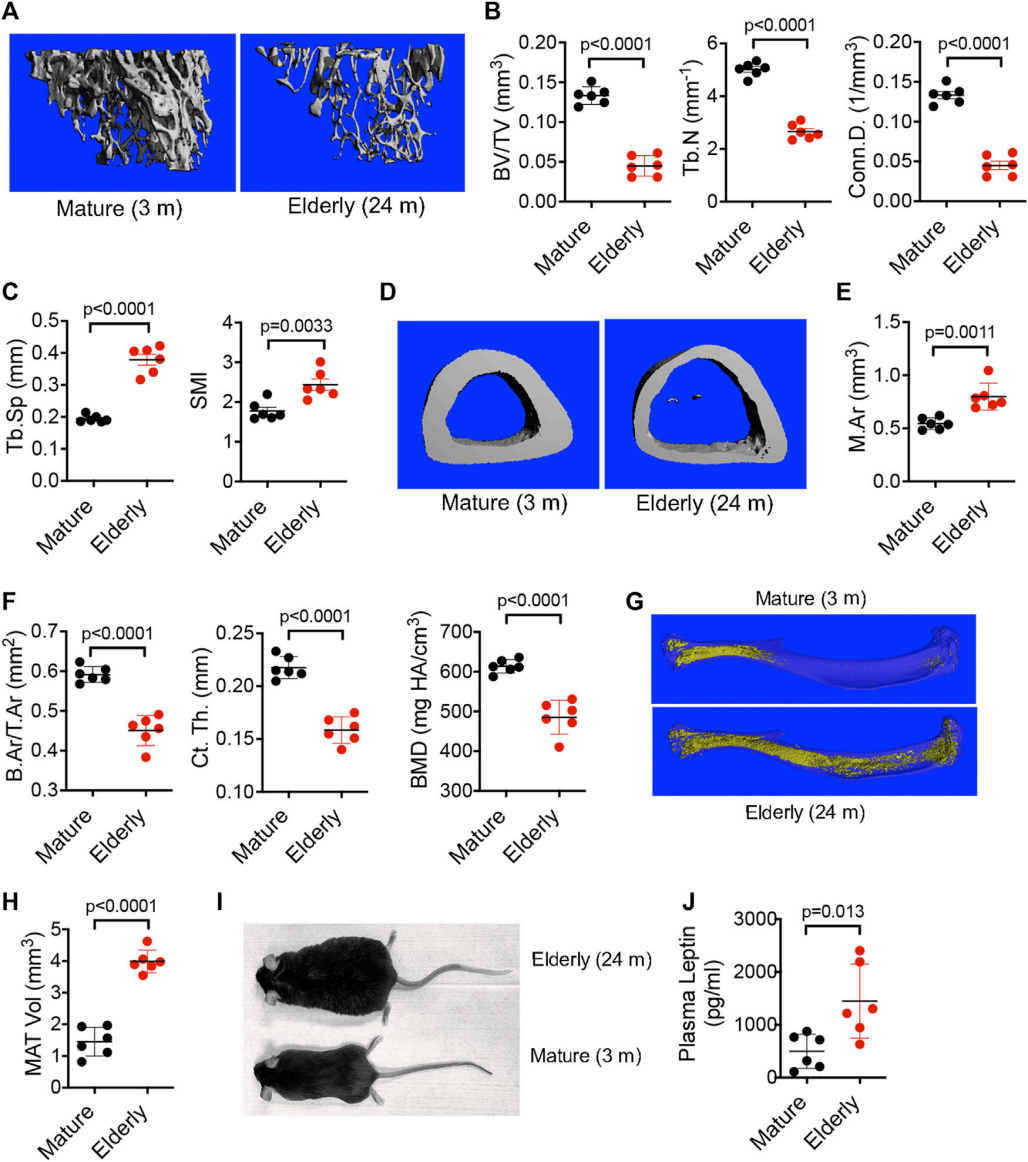
Aging promotes bone loss and MAT expansion. **(A,D)** Representative micro-CT images of the proximal **(A)** and midshaft **(D)** tibiae of mature (3-month-old) and elderly (24-month-old) male C57Bl/6 mice. **(B,C)** Quantification of BV/TV, Tb.N, and Conn. D **(B)** and Tb.Sp and SMI **(C)** by micro-CT in mice from **(A)**. (**E,F)** Quantification of M.Ar **(E)** and B.Ar/T.Ar, Ct. Th, and BMD **(F)** by micro-CT in mice from **(D)**. **(G)** Representative micro-CT images of MAT in tibiae stained with osmium tetroxide from mature (3-month-old) and elderly (24-month-old) male C57Bl/6 mice. **(H,J)** Quantitation of MAT volume **(H)** and plasma leptin levels **(J)** in mice from **(G)**. **(I)**, Photograph of a 3-month-old (mature) and 24-month-old (elderly) male C57Bl/6 mouse. Data are mean ± SD (*n* = 6 mice/group) and *p*-values are by paired Student’s t-test.

### 3.2 BM of elderly mice possess an expanded Lin^−^LEPR^+^ SSPC pool

To determine if aging alters SSPCs in BM we quantified Lin^−^LEPR^+^ cells in long bones by direct sorting (Figure 2A), which revealed significant increases in both total cell yields and frequency in elderly vs. mature mice (Figure 2B). These results contrast with that from micro-CT analysis, which based on the degree of skeletal involution observed predicts an overall reduction in SSPC numbers. To further validate impacts of aging on the Lin^−^LEPR^+^ SSPC pool, we quantified their frequency in the BM of mature (3-month-old) vs. adult (18-month-old) mice (Figure 2C), which revealed a downward trend consistent with previous reports (Shen et al., 2021) but observed differences were not statistically significant (Figure 2D). Expressed levels of low-density lipoprotein receptor-related protein 1 (LRP1), an endocytic receptor that binds activated forms of A2M, also did not differ significantly in mature vs. adult mice (Figures 2E, F). Since LRP1 was detected in the same cell compartment as LEPR, these data suggest that Lin^−^LEPR^+^ SSPCs may be sensitive to signaling induced by activated A2M via LRP1 binding. Notably, expansion of the Lin^−^LEPR^+^ pool in BM is unique to aging as this population did not significantly differ in the BM of diet induced obese mice (Figures 2G, H), which exhibit similar skeletal pathology as observed in elderly mice (Boregowda et al., 2022).

**FIGURE 2:**
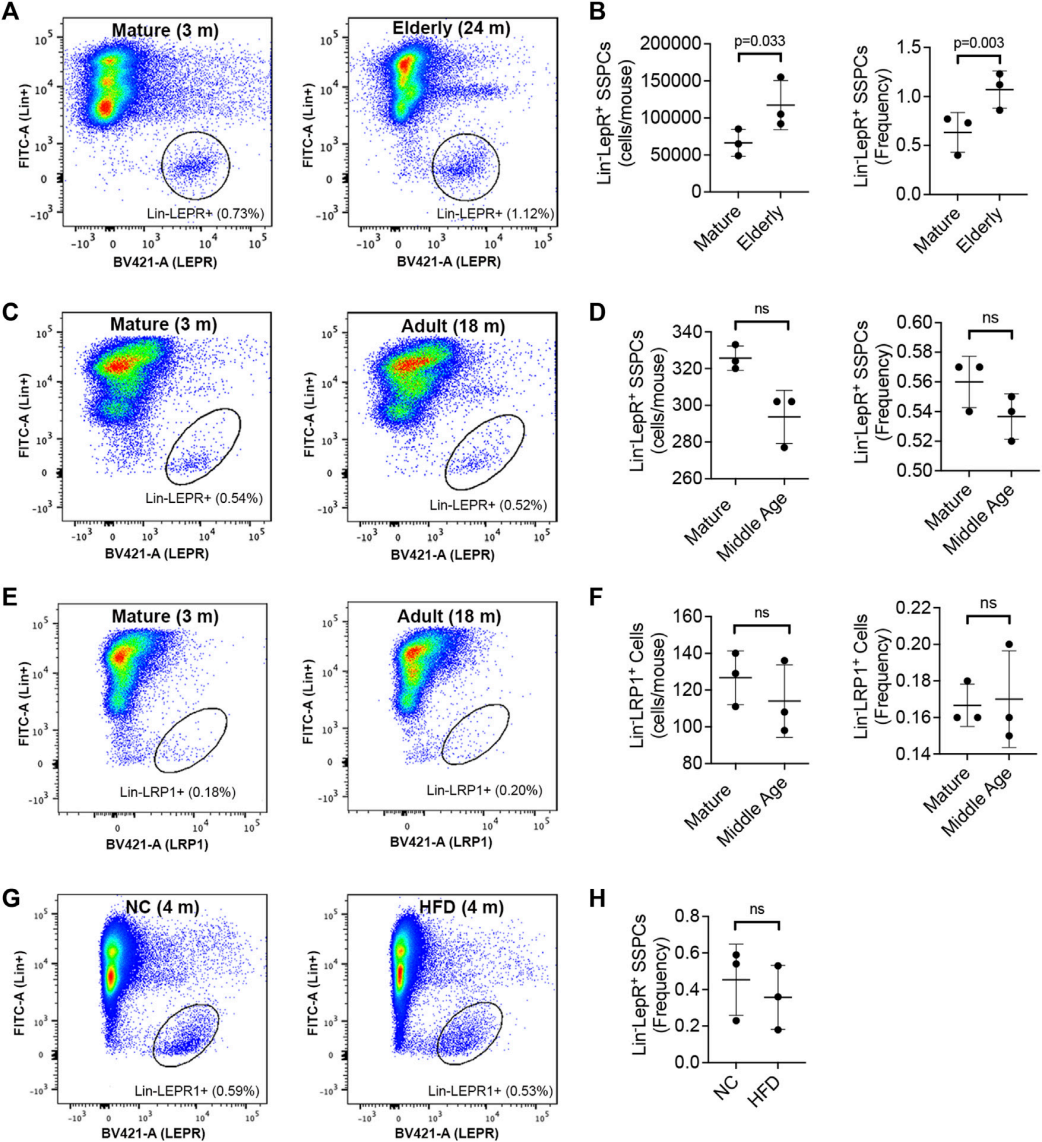
Aging alters the size of the Lin^−^LEPR+ pool in BM. **(A)** Representative flow cytometric dot plots identifying Lin^−^LEPR^+^ cells within the BM of mature (3-month-old) vs. elderly (24-month-old) male mice. **(B)** Bar graphs showing the yield (left) and relative abundance (right) of Lin^−^LEPR^+^ cells based on data from **(A)**. **(C–E)** Representative flow cytometric dot plots of Lin^−^LEPR^+^ **(C)** and Lin^−^LRP1^+^ **(E)** cells in BM of mature (3-month-old) vs. adult (18-month-old) male mice and corresponding bar graphs showing total yields and relative abundance of Lin^−^LEPR^+^ **(D)** and Lin^−^LRP1^+^ **(F)** cells. **(G,H)** Representative flow cytometric dot plots **(G)** and corresponding bar graph **(H)** illustrating the frequency of Lin^−^LEPR^+^ cells in the bone marrow of 3-month-old mice maintained on normal chow (NC) or a high fat diet (HFD) for 100d. All plotted data are mean ± SD from *n* = 3 mice/group and *p*-values by paired Student’s t-test.

### 3.3 Aging alters the Lin^−^LEPR^+^ SSPC transcriptome

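RNA was taken from bone marrow cells sorted as negative for the lineage markers Ter119, CD31 and CD45 (Lin−) and positive for the leptin receptor (LEPR). The groups were mature mice, aged 3 months, and elderly mice, aged 24 months, with 2 libraries per age. Each library was made from RNA pooled from 3 or 4 mice, so an SD with n = 2 describes the spread between pools and not between mice. The sample labels name whole bone marrow as the source, whereas the paper describes sorted cells. Lepr was counted at 6011 ± 529 CPM (counts scaled by library size and TMM factor; SD, n = 2) in mature and 4947 ± 1188 CPM (SD, n = 2) in elderly libraries. Cxcl12, which the same stromal cells express, was counted at 12652 ± 1400.4 CPM (SD, n = 2) and 8263 ± 1528 CPM (SD, n = 2). The methods describe selection of poly(A) RNA for every sample except some that are named only by abbreviations and were processed as total RNA. They do not say whether any of the 4 libraries is among these.

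The authors removed adapters with CutAdapt, mapped the reads to the mouse genome (NCBI Build 37, mm9) with HISAT2 and counted them with featureCounts. The deposited values are counts without normalization for Ensembl transcripts, of which all but 388 are in GENCODE release M1, the annotation of that genome build used here. The total was 11930137 and 11730849 counts in the mature libraries and 10472117 and 15650518 counts in the elderly libraries. The paper states a number of reads passing filter per sample, which is a different measure, and the values here use the counts. Reads on bases that several transcripts share were not in these counts: all 25621 transcripts without an exonic base of their own had 0 counts in every library, whereas 47655 of the other 69874 transcripts had a count in at least 1 library. A value in CPM therefore covers only the bases that a transcript shares with no other. It was compared mainly between ages. Where transcripts were ranked or selected by CPM, the outcome also depends on how many such bases each has. In the median protein-coding gene, such bases, added over all of its transcripts, came to 82.5% of the length of the longest one. The share within a single transcript can be lower.

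The 42413 transcripts with more than 2 counts over the 4 libraries, the filter that the paper gives, were normalized by edgeR's TMM method and compared between ages by edgeR's two-sided quasi-likelihood test, with Benjamini-Hochberg adjustment over all of them. A positive log2 fold change is a higher value in elderly mice. The libraries of 1 age differed from each other by more than sampling noise, with a chi-square per degree of freedom of 11.9 in mature and 24.0 in elderly mice over transcripts with at least 20 counts. The estimated biological coefficient of variation was 0.300. A group was taken as not detected where both of its libraries had 3 counts or fewer, which is 0.253 and 0.255 CPM in the mature and 0.267 and 0.205 CPM in the elderly libraries. A limit sets the mean CPM of the detected age against 3 counts in the other age. It leaves out the counting error of the detected age and is no strict bound where the other age had counts. Intervals for single libraries cover counting error only. With 2 libraries against 2, a permutation test cannot give a p below 0.333, so each adjusted p rests on the variance that the test shares across transcripts.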

We also performed RNA-Seq on freshly isolated Lin^−^LEPR^+^ SSPCs from mature and elderly mice. Hierarchical clustering of the top 1000 expressed transcripts (Figure 3A) and principle-component (PC) analysis (Figure 3B) of these data segregated samples based on donor age. 

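The clustering was repeated on z-scores of log2 CPM of the 1000 most variable transcripts, with Euclidean distance and complete linkage. The distance was 39.01 between the mature libraries and 34.3 between the elderly libraries, and it lay between 45.4 and 50.6 for the 4 pairs of 1 mature and 1 elderly library. The split by age held with average linkage, with all tested transcripts and without immunoglobulin transcripts. It did not hold for the 1000 transcripts with the highest mean expression, in which the first split did not follow age. Of the 3 ways to divide 4 libraries into pairs, 1 follows age.

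In the PC analysis of DESeq2's variance-stabilized values of the 500 most variable transcripts, PC1 held 74.7% of the variance and PC2 13.9%. The PC1 scores were −14.7 and −20.1 for the mature libraries and 18.4 and 16.4 for the elderly libraries. PC2 set the elderly libraries apart from each other, at 10.3 and −10.6, with the mature libraries at −2.14 and 2.37. The shares moved most when all transcripts were used and scaled to unit variance, to 37.5% for PC1 and 32.5% for PC2. With all transcripts and no such scaling, PC1 again separated the ages, whereas PC2 separated the libraries within each age, at −29.8 and 28.5 for mature and −21.9 and 23.3 for elderly mice.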

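Each transcript was ranked by the size of its PC loading among the 500 most variable transcripts. For PC1, Snhg11 ranked 2, A2m 5, Ighm 6, Fndc1 11, Shisa3 18, Car1 19, Lgr5 20, Hapln1 24, Itgb8 26 and Hist1h3e 27. Of the 50 highest PC1 loadings, 12 belonged to immunoglobulin genes.

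Snhg11, on chromosome 2, rose from 13.4 ± 1.93 CPM (SD, n = 2) in mature to 449 ± 67.6 CPM (SD, n = 2) in elderly mice, a log2 fold change of 5.06 (standard error 0.28, adjusted p = 2.0e-10). The immunoglobulin heavy chain gene Ighm, on chromosome 12, had 873 and 396 counts in the mature and 8932 and 12401 counts in the elderly libraries (log2 fold change 3.94). Shisa3 rose by 3.03 and Lgr5 by 3.01 on the log2 scale, but both values rested on elderly replicate 2, without which they were 2.05 and 1.98. These were the largest shifts among the PC1 genes named here when 1 library was left out, apart from that of A2m. Car1, which erythroid cells also express, rose by 2.78, and Hist1h3e, a histone gene of the kind transcribed in dividing cells, by 2.73. Itgb8 rose by 3.21 and Fndc1 by 3.38. Hapln1 had 56 and 132 counts in the mature libraries and 0 in both elderly libraries, at least 33.8-fold lower. The adjusted p of these PC1 transcripts lay between 2.0e-10 and 4.6e-05, and in each of them both libraries of 1 age lay above both of the other.

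The PC2 loadings depended on the transcripts used. Among the 500 most variable transcripts, Aspn ranked 29, Prg2 124, Cd226 263, Epx 276, Itgb3 357, Ppbp 450 and Trem1 489 for PC2, and Bcl6 was not among the 500. With all tested transcripts, Ppbp ranked 1, Epx 3, Prg2 9, Aspn 12, Itgb3 18, Cd226 27, Bcl6 55 and Trem1 2919. Trem1 is named in the paper's text, whereas Fig. 3C lists Treml1, which ranked 4 with all tested transcripts and 467 among the 500. These genes varied within an age. Ppbp had 28 and 2057 counts in the mature and 653 and 1855 in the elderly libraries, and Epx had 750 and 40 in the mature and 396 and 391 in the elderly libraries. Of the PC2 genes, Trem1 differed between the ages (log2 fold change 1.43, adjusted p = 0.0067, with 0.69 under the exact test at a dispersion of 0.2). The others had an adjusted p of 0.622 or more.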

Genes associated with PC1 included *A2m,* transcripts implicated in obesity and energy/lipid metabolism (*Snhg11*, *Dhcr24*, *Ighm*), FGF and WNT signaling (*Shisa3*, *Lrg5*), bone resoprtion (*Car1*), cellular senescence (*Hist1h3e*) and ECM binding/degradation (*Hapln1*, *Itgb8*, *Fndc1*), and transcripts associated with PC2 included genes implicated in innate immunity and inflammatory signaling (*Ppbp*, *Epx*, *Trem1*, *Prg2*, *CD226*), bone mineralization (*Aspn*), cell-matrix adhesion (*Itgb3*) and apoptosis (*Bcl6*) (Figure 3C). This analysis also identified 50 and 286 differentially expressed genes (DEGs) that were up or downregulated, respectively, by >Log2 fold-change (*p* < 0.05) in mature vs. elderly Lin^−^LEPR^+^ SSPCs (Figure 3D). 

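The transcripts were called at an adjusted p under 0.05 and an absolute log2 fold change over 2. These are the thresholds drawn in Fig. 3D, whose axis is labelled as adjusted, whereas the paper's text gives a p without saying whether it was adjusted. There were 42 transcripts (40 genes) lower in elderly cells and 302 transcripts (293 genes) higher. Both elderly libraries lay below both mature libraries for all 42, and above them for 289 of the 302. Across all tested transcripts, the ages were apart in 37.7%, where chance gives 33.3%. Of the calls, 13 lower transcripts were not detected in elderly and 94 higher transcripts not detected in mature mice.

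The calls depended on the test and the threshold. With DESeq2's size factors and Wald test there were 33 lower and 207 higher transcripts, all of them among the calls above. With the exact test at the dispersion that the paper set, 28 were lower and 176 higher, of which 23 and 158 were among the calls above. In all 3 tests, 17 lower and 99 higher transcripts were called. The counts moved most with that exact test and an unadjusted p under 0.05, to 537 lower and 1287 higher transcripts.

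The transcripts named next were taken among those with a mean of at least 1 CPM over the 4 libraries and both libraries of 1 age above both of the other, by fitted log2 fold change, which is no measured value where a transcript was not detected in 1 age. Some called transcripts outside this selection had fitted values further from 0. The lowest besides Hapln1 were Asxl3 (at least 13.6-fold lower), 4921534H16Rik (at least 8.97-fold), Pof1b (at least 9.83-fold) and Unc5c (at least 11.3-fold). The transcripts of Asxl3 and Unc5c are annotated as retained introns and that of 4921534H16Rik as antisense. Their values are therefore those of single transcripts and not of whole genes. The fitted values of all 4 depended on single libraries. Without mature replicate 1, Asxl3 moved from −8.32 to −7.80 and Pof1b from −4.76 to −3.90. Without mature replicate 2, 4921534H16Rik moved from −7.72 to −7.27, and without elderly replicate 1, Unc5c moved from −4.44 to −3.64. The shifts of Pof1b and Unc5c were larger and away from 0 without elderly replicate 2, to −7.76 and −7.96. Acan, with a measured log2 fold change of −4.27, and A2m fell further than the limits of these 4. The highest were of immunoglobulin genes: Ighg1 was at least 124-fold higher, Igkv5-39 at least 57.0-fold, Gm16932 at least 44.2-fold, Igkv6-23 at least 33.7-fold and Igkv10-94 at least 28.03-fold. Ighg1 rested on elderly replicate 1, with 703 counts against 4 in elderly replicate 2, and its fitted log2 fold change of 11.60 was 4.85 without the former. It was not called by DESeq2 (adjusted p = 0.267), with library size alone (adjusted p = 0.0902) or by the robust quasi-likelihood fit (adjusted p = 0.917), the highest of its alternatives, which reached down to 1.9e-49 without a filter. Igkv6-23 rested on elderly replicate 2, with 14 counts in elderly replicate 1 and 232 in elderly replicate 2, and its fitted log2 fold change of 9.74 was 6.87 without the latter. It was not called by DESeq2 (adjusted p = 0.101) or by the robust fit (adjusted p = 0.741), and its other alternatives reached down to 1.2e-21 without a filter. The fitted log2 fold changes of Igkv5-39 and Igkv10-94 were 8.91 and 8.27 without elderly replicate 1. By limit, other immunoglobulin transcripts lay higher, such as Ighg, at least 245-fold, which was chosen after its value was seen, and Igkv6-20, at least 184-fold. Of the 302 higher transcripts, 49 belonged to immunoglobulin genes, 23 to histone genes and 8 to a list of erythroid genes. Together with lists of other blood cells and of genes for cell division, these made up 97 transcripts. None of the 42 lower transcripts belonged to these lists.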

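A2m (transcript ENSMUST00000032203) is the only annotated transcript of its gene. It lies on the forward strand of chromosome 6 from 121586191 to 121629255 and has 36 exons with 4670 bases, of which 4422 are coding. No base of these exons is shared with another transcript. The mature libraries had 5843 and 9632 counts of A2m, which is 492 CPM (95% Poisson interval 479 to 505) and 820 CPM (803 to 836). The elderly libraries had 196 and 916 counts, which is 17.5 CPM (15.1 to 20.1) and 62.6 CPM (58.6 to 66.8). Both ages varied between libraries by more than this counting error.

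The mean was 656 ± 232 CPM (SD, n = 2) in mature and 40.0 ± 31.9 CPM (SD, n = 2) in elderly mice, a log2 fold change of −4.03 (standard error 0.41, adjusted p = 3.8e-06 from edgeR's quasi-likelihood test). Its log2 fold change moved most when 1 library was left out, from −5.24 without elderly replicate 2 to −3.39 without elderly replicate 1. Across the other tests, filters and scalings with age as the only term, the adjusted p lay between 3.7e-46 without a filter and 0.0146 with the robust quasi-likelihood fit.

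Among the called transcripts lower in elderly mice, A2m ranked 1 by p and 13 by fitted log2 fold change. Of the 12 transcripts with a larger fitted change, 10 were not detected in elderly mice, so that their fitted change was not a measured one. The highest mean of the 12 in mature mice was 18.5 CPM, that of Tacr1. With undetected transcripts taken at the smallest change their counts allow, a setting chosen after the values were seen, A2m ranked 4.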

Herein, *A2m* was highly expressed in Lin^−^LEPR^+^ SSPCs from mature vs. elderly mice (Figure 3E) and represented the 5th most highly downregulated transcripts (Log_2_FC = −4.06, *p* = 3.63 × 10^−7^) in elderly mice. Gene set enrichment analysis (GSEA) identified “homostatic process,” “cellular component assembly,” “cellular component organization,” “cellular component biogenesis” and various terms related to multi-cellular organism and system development as the most significant gene ontology (GO) terms mapping to DEGs in elderly vs. mature cells (Figure 3F). 

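The pathways were tested with lists of genes written by hand, not with Reactome's own sets, on counts summed per gene (21340 genes). The lists held genes for cholesterol biosynthesis, extracellular matrix organization and extracellular matrix degradation. They were tested together with other lists by camera, limma's two-sided competitive set test with a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the 24 lists.

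Of 22 cholesterol biosynthesis genes tested, 20 were higher in elderly cells, with a median log2 fold change of 0.70 (camera adjusted p = 4.3e-12, unadjusted 9.0e-13). Both elderly libraries lay above both mature libraries for 18 of them and below for 0. There were 5 genes with an adjusted p under 0.05 over all genes tested, and 10 when adjusted over the list alone. The median stayed between 0.68 and 0.78 in every fit that left out 1 library.

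The 194 matrix organization genes went both ways, with 96 higher and 98 lower and a median log2 fold change of −0.015 (camera adjusted p = 0.790), which was 0.023 under scaling by library size alone and 0.0090 without elderly replicate 1. Of these, 31 genes had an adjusted p under 0.05 over all genes tested, and 42 when adjusted over the list alone. The 60 matrix degradation genes, of which 40 are also in the organization list, were 32 higher and 28 lower, with a median of 0.016 (camera adjusted p = 0.455), which was −0.026 without elderly replicate 1 and −0.049 with filterByExpr. The scaling by library size and filterByExpr were added for these medians after the data were seen. There were 12 with an adjusted p under 0.05 over all genes and 13 when adjusted over the list alone. Camera tests for a shift in 1 direction, so it cannot tell whether lists that go both ways are enriched in changed genes.

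No list passed an adjusted p of 0.05 when the correlation between genes was estimated from the libraries or when limma's fry test was used. The estimated correlation moved the cholesterol result most, to an adjusted p of 0.268, and fry gave 0.141, against 1.0e-12 to 5.2e-11 with other filters and scalings.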

Mapping DEGs onto the Reactome pathways identified “extracellular matrix organization,” “degradation of matrix,” and “cholesterol biosynthesis” as the most significantly altered terms in elderly vs. mature cells (Figure 3G). Since cholesterol biosynthesis is elevated in adipogenesis and matrix degradation is a driving force responsible for bone loss, these data are consistent with skeletal pathology observed in elderly mice (Figure 1).

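Among the cholesterol biosynthesis genes, Fdps, on chromosome 3, rose from 6.45 ± 1.60 CPM (SD, n = 2) in mature to 29.6 ± 6.29 CPM (SD, n = 2) in elderly cells, a log2 fold change of 2.20 (standard error 0.30, edgeR adjusted p = 1.9e-03). Fdft1 rose by 1.71, Cyp51 by 1.69 and Mvd by 1.43 on the log2 scale (edgeR adjusted p = 7.2e-03, 2.1e-03 and 0.0165). Tm7sf2 and Arv1 were lower, by less than their standard errors. Dhcr7 was not detected in mature cells, so its fitted change is no measured one.

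Of the matrix degradation genes with an adjusted p under 0.05, 9 were higher in elderly cells. The metalloproteinase Adamts5 rose from 382 ± 66.3 to 1377 ± 69.4 CPM (SD, n = 2), a log2 fold change of 1.85 (standard error 0.21, edgeR adjusted p = 6.9e-04). Mmp2 rose from 91.9 ± 1.21 to 263 ± 24.4 CPM (log2 fold change 1.52) and Mmp9 from 49.9 ± 10.3 to 161 ± 10.1 CPM (log2 fold change 1.69). The higher genes Mmp8, Elane and Ctsg are also in a list of neutrophil genes written by hand, and Adam8 and Mmp25 were higher as well. Absence from that list does not exclude neutrophils as a source of the other higher genes, Mmp9, Adam8 and Mmp25 among them. The genes lower in elderly cells were A2m, Mmp16 and Htra1. Mmp13 fell from 1144 ± 127 to 711 ± 81.4 CPM, with an adjusted p of 0.115. Mmp14 and Ctsk differed by less than their standard errors, with log2 fold changes of 0.046 and 0.053.

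Because cholesterol biosynthesis rises during adipogenesis and the breakdown of matrix drives bone loss, the paper proposes that these changes match the skeletal pathology it describes for elderly mice.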

**FIGURE 3:**
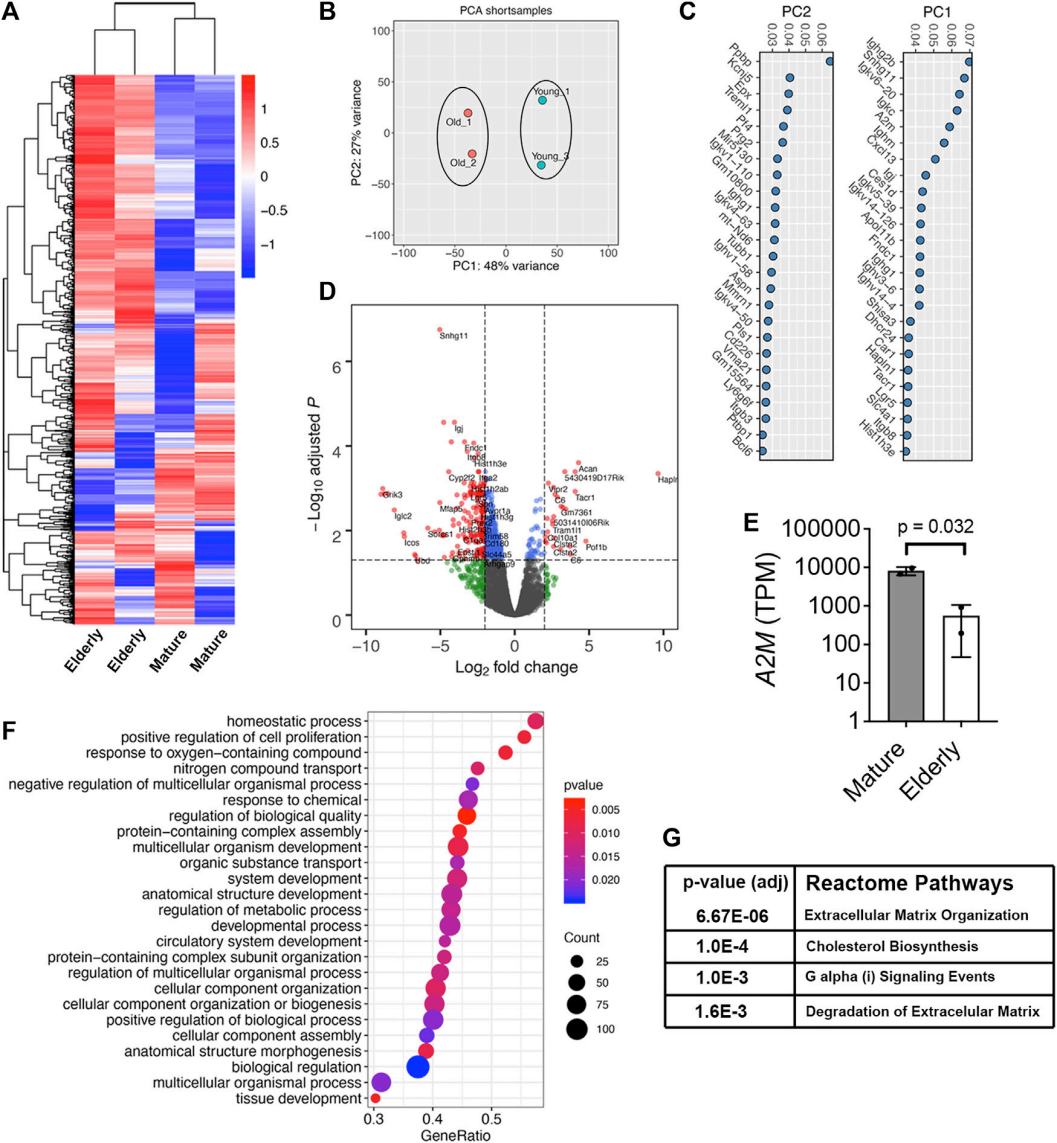
*A2m* is downregulated in Lin^-^LEPR^+^ SSPCs from elderly vs. mature mice. **(A)** Heat map of the top 1000 expressed transcripts in Lin^−^LEPR^+^ SSPCs enriched from the BM of mature (3-month) vs. elderly (24-month) male mice based on RNA-Seq analysis. Colors correspond to per-gene z-score computed across each row. **(B)** PCA analysis of data from **(A)**. **(C)** Gene sets contributing to PC1 and PC2 based on data from **(B)**. **(D)** Volcano plot showing Log_2_ fold-change (FC) values for DEGs and their corresponding *p*-values in Lin^−^LEPR^+^ cells from **(A)**. **(E)** Transcripts per million counts (TPM) of A2M in Lin^−^LEPR^+^ cells from mature vs. elderly mice. Plotted data are mean ± SD and *p*-value by paired Student’s t-test. **(F)** Top gene ontology (GO) terms based on *p*-value identified by GSEA of DEGs in Lin^−^LEPR^+^ cells from **(D)**. **(G)** Most significantly changed Reactome pathways based on DEGs from **(D)**.

### 3.4 A2M knockdown in human BM-MSCs recapitulates SSPC dysfunction in mice

To further interrogate A2M function and extrapolate data from mouse studies to humans, we confirmed that A2M (Figure 4A) and its receptor LRP1 (Figure 4B) are expressed in a well-characterized population of human BM-MSCs by immuno-blotting. We further showed that siRNA-mediated silencing of A2M significantly stimulated proliferation of these BM-MSCs based on counting (Figure 4C) and flow cytometric analysis of CSFE labeled cells (Figure 4D). A2M silencing also significantly inhibited the ability of BM-MSCs to undergo stimulus-driven osteogenic differentiation (Figure 4E) but increased their capacity for stimulus driven adipogenic differentiation (Figure 4F), which is consistent with skeletal pathology observed in elderly mice. Next, we cultured BM-MSCs stimulated to undergo adipogenic or osteogenic differentiation in the presence of trypsin or rhA2M to mimic the BM microenvironment of elderly and mature mice, respectively. Under conditions of increased proteolysis BM-MSCs exhibited increased adipogenesis (Figure 4G) and decreased osteogenesis (Figure 4H) while in the presence of rhA2M, they exhibited decreased adipogenesis (Figure 4I) and increased osteogenesis (Figure 4J). Together, these data indicate that increased proteolytic remodeling of the ECM skews lineage bifurcation of BM-MSCs toward fat lineages at the expense of bone.

**FIGURE 4:**
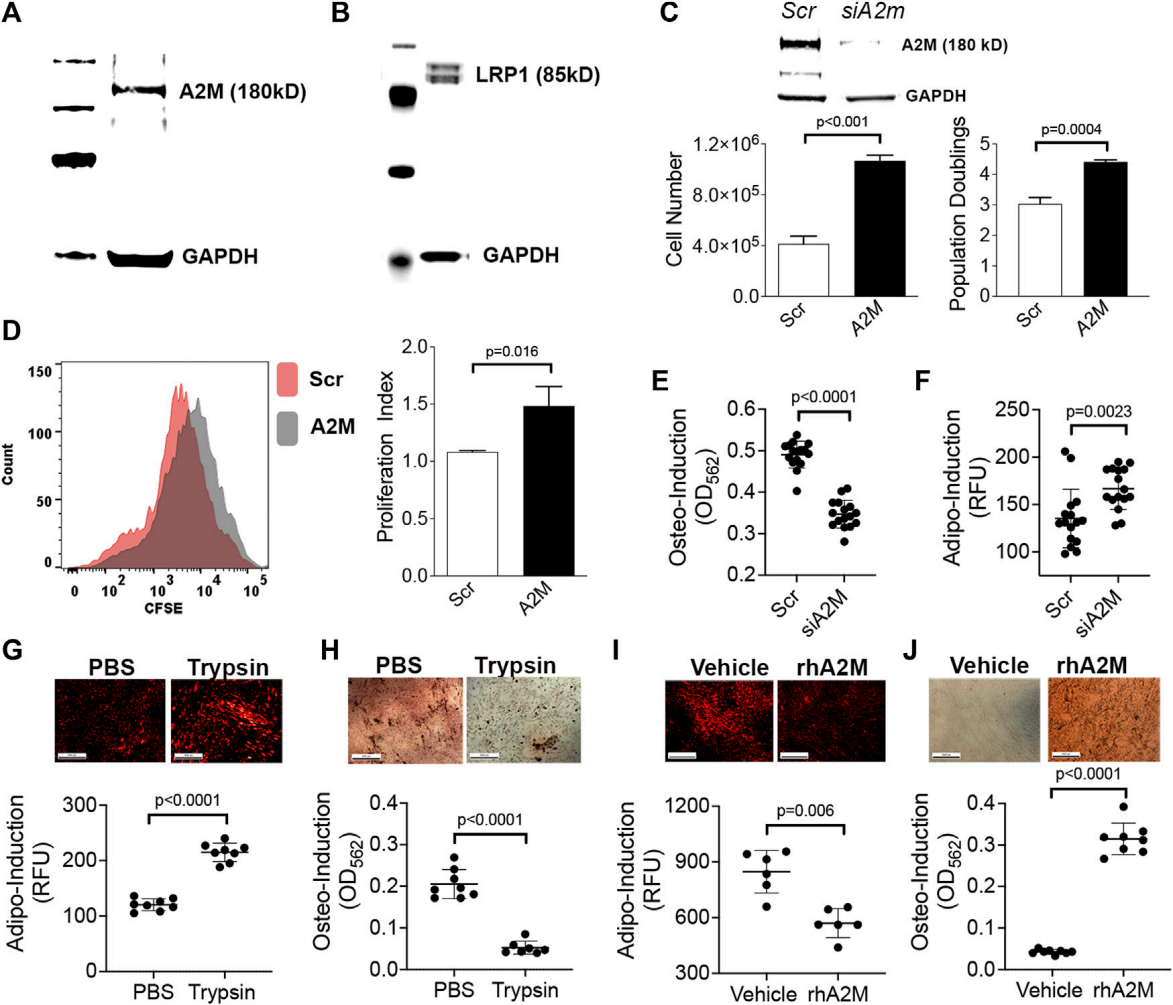
A2M gain and loss-of-function skews lineage bifurcation of human BM-MSCs. **(A,B)** Immuno-blots of BM-MSC cell extracts confirming expression of A2M **(A)** and LRP1 **(B)** protein expression. **(C)** Bar graphs showing cell yield and population doublings of BM-MSCs at 5d post-transfection with a scrambled or *A2m*-specific siRNA. Data are mean ± SD of triplicates and *p*-value by unpaired Student’s t-test. Insert is immuno-blot of cell extracts from scrambled or *A2m*-specific siRNA transfected BM-MSCs. **(D)** Proliferation index (right panel) calculated based on CFSE dilution in BM-MSCs from **(C)** via flow cytometry. Histogram (left panel) shows dilution of CFSE at 5d post-transfection. **(E,F)** Quantification of osteogenic **(E)** and adipogenic **(F)** differentiation of BM-MSCs from **(C)** at 21d and 14d post-induction, respectively. Cell monolayers were stained with AdipoRed™ or Alizarin Red S to quantify fat and mineral deposits, respectively. Plotted data are mean ± SD of replicates (*n* = 8) from two independent experiments and *p* values by unpaired Student’s t-test. **(G–J)** Adipogenic **(G,I)** and osteogenic **(H,J)** differentiation of BM-MSCs following co-culture with trypsin **(G,H)** or rhA2M protein **(I,J)**. Photomicrographs show monolayers stained with AdipoRed™ at 7d post induction **(G,I)** and Alizarin Red S at 5d post induction **(H,J)**. Plotted data are mean ± SD of technical replicates (*n* = 8) and *p*-values by Student’s t-test.

To further confirm a role for A2M as a disease modifying protein in senile osteoporosis, we compared data on body and skeletal composition of wild type and *A2m* homozygous mutant (HOM) mice from the International Mouse Phenotypic Consortium (https://www.mousephenotype.org/). Analysis of the body composition of 13-week-old HOM mice revealed significantly lower BMD (Figure 5A), bone mineral content (Figure 5B), and bone area (Figure 5C) compared to wild type (WT) female mice. Although these metrics did not differ significantly between wild type and HOM male mice, a similar trend toward lower bone area and mineral content was evident. A2M HOM mice of both sexes also exhibited significantly shorter body length (Figure 5D), an indirect measure of bone formation, than their WT counterparts, while lean body mass was significantly lower in female HOM vs. WT mice (Figure 5E) and fat mass trended higher in female HOM vs. WT mice (Figure 5F). Together, these data indicate that knockout of *A2m* yields observable skeletal defects in young mature mice. Since *A2m* expression is downregulated in response to aging in SSPCs, we inspected data published by Bork et al. (2010), comparing DNA methylation chagnes in 27,578 unique CpG sites in human BM-MSCs from young (≤25 years old) vs. elderly (≥50 years old) donors. This analysis revealed a significant increase in DNA methylation at the *A2m* promoter (Figure 5G) suggesting that epigenetic mechansims may contribute to downregulation of A2M in BM-MSCs in response to aging. Lastly, we examined *A2M* expression within the T-distributed Stochastic Neighbor Embedding (tSNE) landscape generated by Tikhonova et al. (2019). This analysis indicated that A2M expression is enriched in *Mgp* and *Wif1* expressing subpopulations of Lin-/LEPR+ SSPCs that are skewed toward osteogenesis compared to *Lpl* expressing cells that are skewed toward the adipogenic lineage (Figure 5H). Moreover, A2M appears to be highly enriched in the P3 and to a lesser extent P1 subpopulations where P3 is designated as a key bifurcation point on the trajectory from osteogenic and adipogenic precursors. Therefore, A2M may be important in balancing lineage commitment of P3 cells toward bone and fat, and its downregulation in response to aging may skew this balance toward adipogenesis at the expense of osteogenesis. Importantly, *A2M* expression overlaps with *LRP1*, which is consistent with data from BM-MSCs, and is restricted to a smaller subset of BM cells as compared to *LEPR.*

**FIGURE 5:**
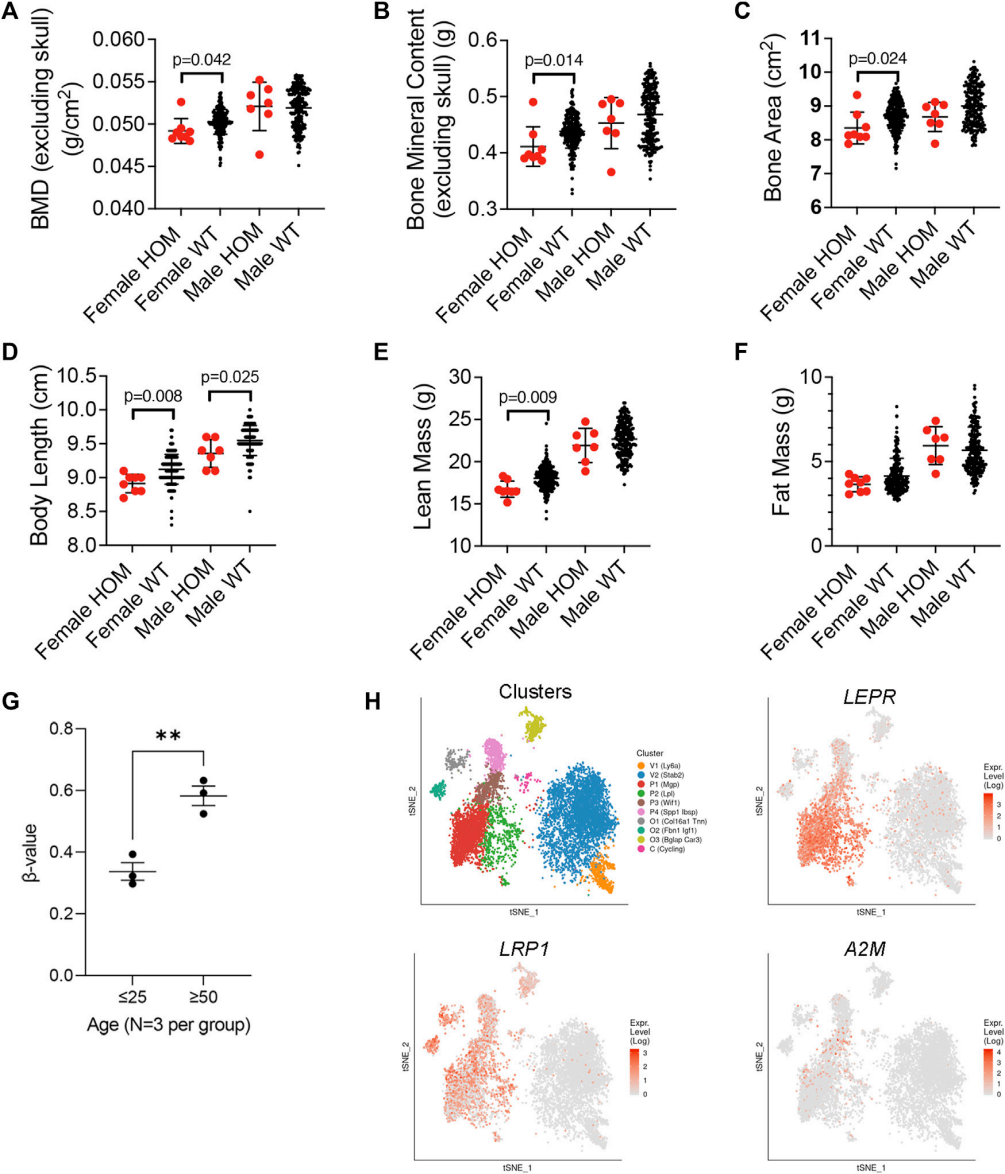
Expression profiling of *A2m* in BM and phenotypic impacts of its loss of function in mice. **(A–F)** Body composition phenotypic assays of BMD **(A)**, bone mineral content **(B)**, bone area **(C)**, body length **(D)**, lean **(E)** and fat mass **(F)** in 8 female and 7 male 13-week-old homozygous mutant (HOM) A2m^tm1b(NCOM)Mfgc^ mice and 226 female and 209 male wild type mice. Data are from the International Mouse Phenotypic Consortium. *p*-values determined by unpaired Student’s t-test. **(G)** Methylation status of 27,578 unique CpG sites in human BM-MSCs from young (≤25 years old) vs. elderly (≥50 years old) donors (GSE17448) and used to quantify the extent of A2M promoter methylation plotted as the intensity ratio between methylated and unmethylated alleles (β-values). Values range from 0 to 1 with 0 being unmethylated. **p < 0.01 by unpaired Student’s t-test. **(H)** Color coded visualization of tSNE analysis of single cell RNA-Seq of bone marrow niche cells. (*n* = 17,347 cells). P1, P2, P3, and P4 are subpopulation clusters of LEPR+ SSCs wherein P1, P3, P4 represent osteogenic skewed populations, and P2 represents adipogenic-skewed cells. Expression landscape of *Lepr*, *Lrp1*, and *A2m* are shown. O1, O2, and O3 represent osteoblast and V1 and V2 endothelial cells. Data and visualization taken from publicly available online source of single cell RNA seq analysis of the bone marrow niche cells called niche explorer (https://compbio.nyumc.org/niche/).

## 4 Discussion

A large body of literature exists describing how alterations to niche architecture and function contribute to exhaustion of various tissue-specific stem/progenitor populations in response to injury and/or aging (Koester et al., 2021; Pohl et al., 2021; Zhang et al., 2021; Ho and Takizawa, 2022; Wu et al., 2023). Herein, we identify *A2m* as a highly downregulated transcript in BM resident Lin^−^LEPR^+^ SSPCs from elderly vs. mature mice and show that silencing its expression in human BM-MSCs recapitulates key aspects of age-induced SSPC dysfunction *in vivo.* These findings, together with phenotypic data from HOM *A2m* mice, identify A2M as a putative disease modifying protein in senile osteoporosis. A2M functions as a pan-protease inhibitor produced by the liver, is normally found at high concentrations in the blood, and its expression is inversely correlated with age in humans (Birkenmeier et al., 2003) Recently, A2M purified from blood was approved by the FDA for treating osteoarthritis via direct injection into joints wherein it prevents joint damage by inactivating resident matrix degrading proteases (Wang et al., 2014). Importantly, A2M exists in blood as a 720 kD tetramer and is not present in large quantities in synovial fluid but can be administered to joints by local injection. These data indicate that A2M does not readily exit the blood stream and therefore has limited bioavailability in tissues. Consequently, A2M secreted by SSPCs may function locally in niche maintenance by modulating protease dependent remodeling of the ECM. Activated forms of A2M also bind LRP1 (CD91), which functions as an endocytic receptor but also plays roles in cell adhesion, proliferation, migration, lipid metabolism and other processes (Lillis et al., 2005; Etique et al., 2013). Therefore, A2M may also function in an autocrine manner to impact these key processes in SSPCs. Lastly, A2M is also implicated in tissue inflammation (Burgess et al., 2008) via binding of various cytokines (IL1, IL6, TNF, TGF-β2) and may preserve SSPC function by reducing levels of inflammatory cytokines induced in response to age-induced oxidative stress.

Our data indicate that A2M downregulation skews BM-MSCs toward adipogenesis while promoting increased cell proliferation. These findings are unique in that all genes studied in our laboratory including TWIST1 (Boregowda et al., 2016), TWIST2 (Lai et al., 2011), P53 (Boregowda et al., 2018), and IP6K1 (Boregowda et al., 2017) that modulate BM-MSC growth and differentiation produce a consistent phenotype; those that positively regulate cell proliferation also promote osteogenesis at the expense of adipogenesis. These results are consistent with the fact that adipogenesis is preceded by cell growth arrest in BM-MSCs (Zhang et al., 2020). Therefore, A2M is an exception to this rule since A2M inhibition stimulates growth and adipogenesis. This phenomenon is consistent with data showing downregulation of A2M drives expansion of the Lin^−^LEPR^+^ SSPC pool and skews their bifurcation toward adipogenesis, which reconciles observed skeletal pathology in mice and humans afflicted with senile osteoporosis. However, whether this results from cell-autonomous or systemic impacts of A2M on SSPC function is indeterminate and requires further study.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO database (GSE243475).

# Supplementary material for: Novel role for alpha-2-macroglobulin (A2M) as a disease modifying protein in senile osteoporosis
**Source:** Front Cell Dev Biol. 2023 Oct 30;11:1294438. doi: 10.3389/fcell.2023.1294438
**Supplement:** Supplementary file 1

Supplementary Material

## 1. Supplementary Figures

**Supplementary Figure 1.** A & B, Uncropped immuno-blots (left panels) of BM-MSC cell extracts probed with the anti-A2M(A) and anti-LRP1 (B) antibodies followed by Alexa Fluor 680 xxxxxxx (red) and IRDye 800 xxxxxxxxxx (green). Right panel is black & white image of fluorescent blot and red square is aspect of blot shown in Figure 4. C, Uncropped immuno-blot of cell extracts from BM-MSCs transfected with a scrambled or A2M-specific siRNA and probed with anti-A2M and anti-GAPDH as in (A). Both colors were imaged in a single scan.

**
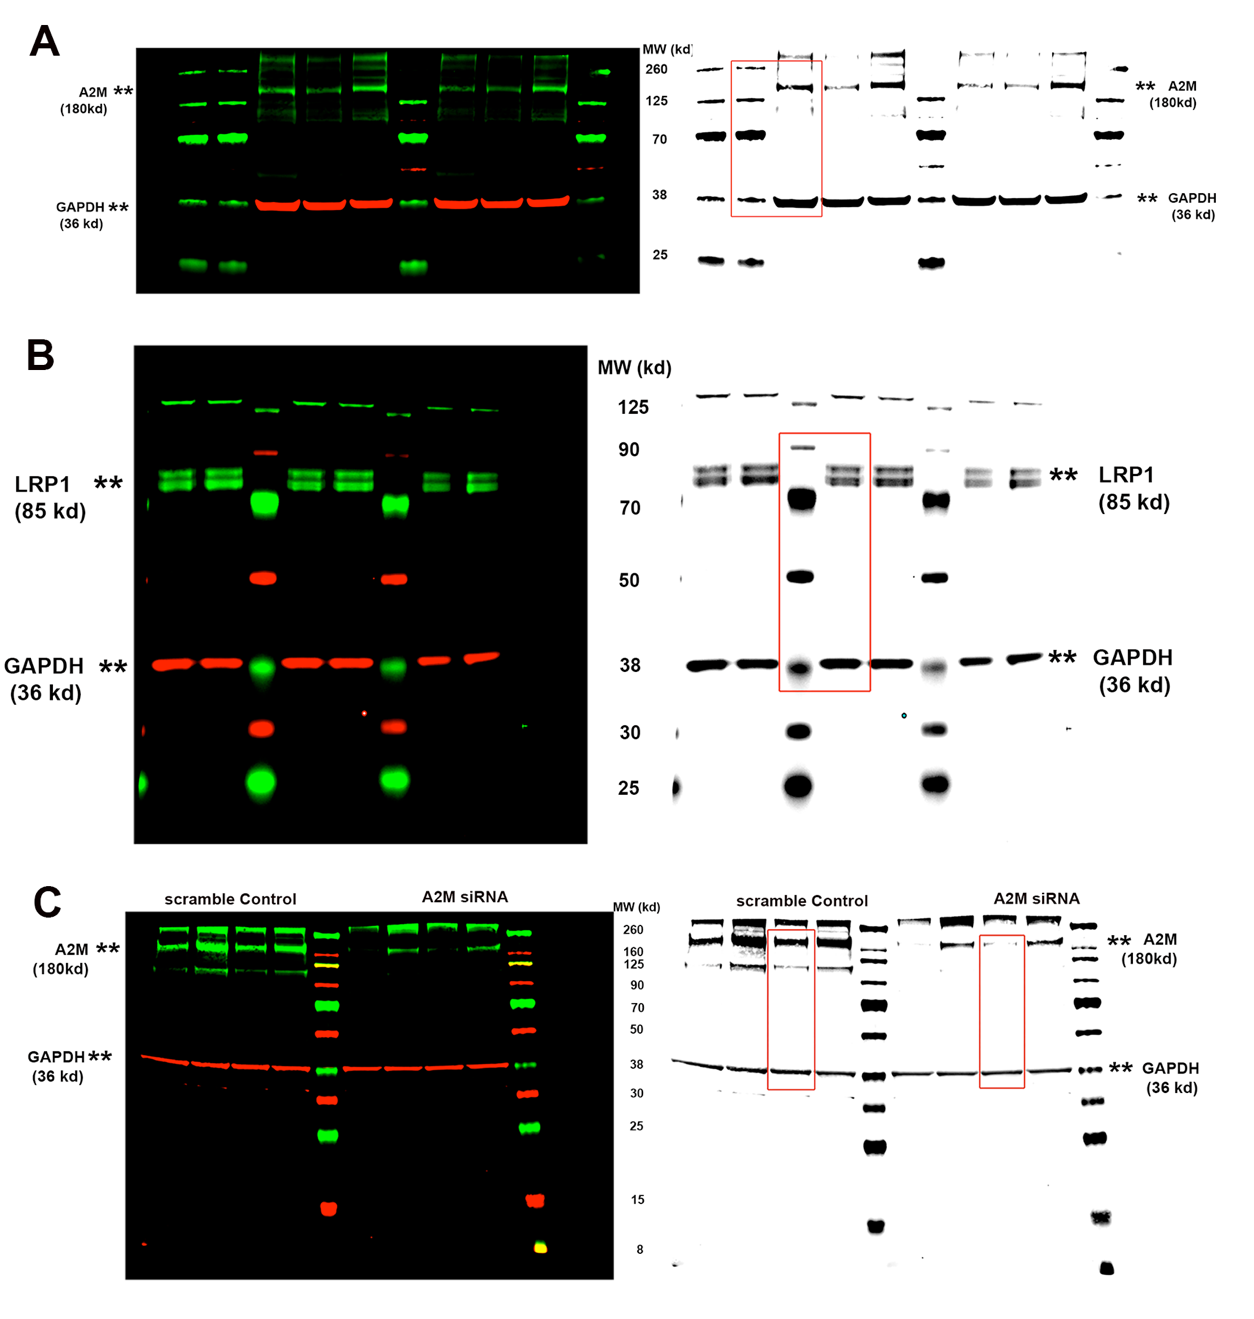
**

How the deposited data were processed for this re-analysis (not part of the article)

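RNA from Lin−LEPR+ bone marrow cells of mature (3-month-old) and elderly (24-month-old) mice was analysed in 4 libraries, 2 per age, each a pool of RNA from 3 or 4 mice. The groups were taken from the titles of the sample labels, and all 4 libraries of the series were used. The labels give whole bone marrow as the source, whereas the paper's methods describe cells sorted as Lin− and LEPR+. The authors checked reads with FASTQC, removed adapters with CutAdapt, mapped with HISAT2 to NCBI Build 37 (mm9) and counted with featureCounts in Galaxy. The values they deposited are whole numbers of reads per Ensembl transcript, without normalization and without a filter. All but 388 of the transcripts were matched to GENCODE release M1, and these 388 held between 0.0785% and 0.0888% of the counts. The paper's text names neither the strand setting of the counting nor the handling of reads on shared bases.

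The counting was checked against the annotation. All 25621 transcripts whose exons lie wholly within exons of other transcripts had 0 counts in every library, including 807 that are covered only by the opposite strand. Of 22213 protein-coding genes, 209 had no base that could be counted. In 2452, the countable bases added over all transcripts came to less than 10% of the length of the longest transcript. A low count of such a gene was not read as low expression.

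The analysis used edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3. Transcripts whose counts sum to more than 2 over the 4 libraries were kept (42413) and normalized by TMM, with factors of 0.996, 1.002, 1.072 and 0.935. The ages were compared with edgeR's quasi-likelihood test on a trended dispersion (2-sided, common dispersion 0.0900, 20.4 prior degrees of freedom), with Benjamini-Hochberg adjustment over all transcripts tested and no covariate. A transcript was called at an adjusted p under 0.05 and an absolute log2 fold change over 2. The paper set a dispersion of 0.2 and used edgeR's exact test, which was run as an alternative. Log2 fold changes use edgeR's prior count of 0.125. Where both libraries of an age had 3 counts or fewer, the fold is given as a limit against 3 counts.

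The PC analysis used DESeq2's blind variance-stabilizing transformation and the 500 most variable transcripts. The clustering used Euclidean distance and complete linkage on z-scores of log2 CPM (prior count 2) of the 1000 most variable transcripts. Gene sets were tested on counts summed per gene (21340 genes) with camera at a preset correlation of 0.01. The sets were lists written by hand: cholesterol biosynthesis, extracellular matrix organization, extracellular matrix degradation, replication-dependent histones, polyadenylated histone variants, other RNAs without a poly(A) tail, nuclear noncoding RNAs, proliferation, immediate early genes, interferon response, male (Y-linked) genes, and markers of LEPR+ stromal cells, B-lineage cells, plasma cells, erythroid cells, neutrophils, megakaryocytes, eosinophils, T cells, macrophages, endothelial cells, osteoblasts, chondrocytes and adipocytes. Xist and Ptprc were listed as single genes and not tested as sets. Gene Ontology terms and Reactome's own gene sets were not used here.

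The genes named with values are every mouse gene that the paper names for this experiment, and the 5 called transcripts with the largest and the 5 with the smallest log2 fold change among those with both libraries of 1 age above both of the other and a mean of at least 1 CPM over the 4 libraries. Members of the lists are named as such. Some genes that meet this rule are not reported here. This rule, the tests, the gene lists and most of the alternatives were set before the data were examined. The other alternatives are named as such where their values are given.

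The alternatives were DESeq2, the exact test, edgeR's filterByExpr, no filter, no TMM factors, TMM without immunoglobulin, hemoglobin and histone genes, the robust quasi-likelihood fit, the replicate number as a term, protein-coding genes only, other thresholds, a prior count of 2, other choices of transcripts and transformation for the PC analysis and the clustering, other set tests, and each library left out in turn.

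The tests were checked on simulated counts with the libraries' own sizes and dispersions. Of 200 transcripts changed in 1 age among 40633 tested, the quasi-likelihood test recovered 171 (85.5%) with 174 calls, of which 1.72% were false. DESeq2 recovered 81.5% and the exact test 65.5%. All simulated changes had the same size, and those raised were estimated at a median log2 fold change of 2.96. The changed transcripts had a mean of at least 1 CPM, so the rates do not cover smaller changes or lower expression. Without any change simulated, the quasi-likelihood test made 0 calls among 40538 transcripts. Among 200 random gene sets without a change, camera passed 3 (1.5%) and fry 15 at the unadjusted threshold of 0.05, and both passed a simulated set of 25 genes moved together. The simulated genes were independent of each other, so these rates do not cover sets whose genes vary together. The libraries held between 10472117 and 15650518 counts. Intervals for single libraries are exact 95% Poisson intervals.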

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

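All tests of explanations in this part were chosen only after the result they concern was seen. The tests of histone and immunoglobulin transcripts that had been set earlier were for lower values in elderly mice, whereas both were higher. The sets reported here hold genes that the paper does not discuss as a group. Each had a camera adjusted p under 0.05, and its median log2 fold change was more than 2 times the spread between libraries of 1 age. None of them passed with fry, whose smallest adjusted p for any list was 0.104, or with an estimated correlation between genes, whose smallest was 0.268. A biological effect of age was not tested separately from the pools and stays open for each of them.

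Replication-dependent histone transcripts were higher in elderly mice, with a median log2 fold change of 1.74 over 61 genes (camera adjusted p = 5.0e-51). Both elderly libraries lay above both mature libraries for 51 genes and below for 1. There were 34 genes with an adjusted p under 0.05 over all genes and 47 when adjusted over the list alone. The copies of these genes are close to each other in sequence, so values of single genes are less certain than the median. Proliferation genes were higher too, with a median of 1.21 over 30 genes (camera adjusted p = 5.2e-16), of which 29 were higher and 22 had both elderly libraries above both mature. Mki67 rose from 169 to 585 CPM. Elderly libraries made from total RNA and mature libraries from poly(A) RNA would raise other RNAs without a poly(A) tail, but these had a median of −0.24, with 30 of 40 lower. That median was −0.58 without elderly replicate 1, −0.37 without mature replicate 2 and −0.023 without elderly replicate 2. A preference for short transcripts is argued against by 331 other protein-coding transcripts of at most 530 bases, with a median of −0.090. More dividing cells in the elderly pools are consistent with the proliferation median of 1.21 and remain open as a candidate source. The data do not tell which cells divided.

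The B-lineage list had a median of 0.95 over 19 genes (camera adjusted p = 2.7e-05), of which 12 were higher and 2 lower in both elderly libraries. The median was 0.48 without elderly replicate 1 and 1.57 without mature replicate 1. There was 1 gene with an adjusted p under 0.05 over all genes, and 4 when adjusted over the list alone. The plasma cell list shares 6 genes with it, and Ebf1 is also a LEPR+ stromal marker. The immunoglobulin genes rose further, by 3.94 for Ighm and 4.71 for Igkc. More B cells of the kind present in the mature pools would raise Cd79a as far, but Cd79a rose by 0.78, from 9.80 to 16.9 CPM, and by 0.48 without elderly replicate 1. Igj, an abundant transcript of plasma cells, rose by 4.03, from 3.48 to 56.9 CPM, so RNA of plasma cells may be the source of the immunoglobulin transcripts. The plasma cell list as a whole went both ways, with a median of 0.28, or 0.63 with undetected genes at their limit (camera adjusted p = 0.0018), which was 0.0012 without mature replicate 1, 0.62 without mature replicate 2, 0.044 without elderly replicate 1 and 0.88 without elderly replicate 2. Of 40 immunoglobulin variable-region transcripts with at least 50 counts in the elderly libraries, 80.0% differed more than 4-fold between these libraries, against 0.438% of 15763 other transcripts. A few plasma cell clones in each pool could give such a difference.

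Erythroid genes had a median of 2.30 (2.21 with undetected genes at their limit) over 13 genes, all of them higher in both elderly libraries (camera adjusted p = 1.1e-27). Neutrophil genes had a median of 1.44 (1.40 at the limit) over 16 genes, of which 15 were higher in both (camera adjusted p = 3.8e-22). Slc4a1 rose from 101 to 499 CPM, Car2 from 75.4 to 384, S100a8 from 625 to 1553, Ngp from 437 to 1241 and Ltf from 481 to 1350.3 CPM. A lower share of LEPR+ cells, with the other cells in unchanged proportions, would raise all other cell types alike. The lowest of Ighm, Igkc and Igj rose by 3.94, however, and the highest abundant neutrophil gene by 2.47. This cannot exclude a lower share with the other cells in changed proportions. All 21 genes of the LEPR+ stromal list were lower, with a median of −0.51. Of these, 12 were lower in both elderly libraries and 0 had an edgeR adjusted p under 0.05. Scaling as the whole cause is argued against by the neutrophil median, which lay 1.37 above that of the osteoblast list, a distance that a factor per library leaves as it is. Depth is argued against by elderly replicate 1, the shallowest library, which exceeded both mature libraries for 29 of the 29 genes. Erythroid cells and neutrophils, or their RNA, carried into the elderly pools cannot be told apart from a change within the sorted cells. The 16 of 16 abundant genes of both lists that were higher in both elderly libraries are part of the pattern itself, and each library holds the RNA of a whole pool. The sort removed cells with Ter119 and CD45, which erythroid cells and neutrophils carry, and whether fewer of these were removed from elderly marrow was not measured here.

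T-cell genes had a median of 2.86 over 13 genes, or 2.22 with undetected genes at their limit (camera adjusted p = 1.3e-10), and 12 were higher in both elderly libraries. They were 3 with an adjusted p under 0.05 over all genes and 9 when adjusted over the list alone. Their counts were low, the highest being Il7r with 6.53 and 14.7 CPM. T cells or their RNA in the elderly pools cannot be told apart from a change within the sorted cells, since the 12 of 13 genes are the pattern itself. Low counts leave the size of the change uncertain.

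Endothelial genes had a median of 1.07 over 12 genes, of which 11 were higher and 9 were higher in both elderly libraries (camera adjusted p = 8.4e-05). There were 2 with an adjusted p under 0.05 over all genes, Stab1 (17.9 to 51.9 CPM) and Flt4 (5.24 to 17.5 CPM), and 4 when adjusted over the list alone. Pecam1, which encodes the sorting marker CD31, fell by 0.83 with overlapping libraries. Its value was −0.36 without mature replicate 2 and without elderly replicate 2, and −1.53 without elderly replicate 1. Endothelial cells carried into the elderly pools cannot be told apart from a change within the sorted cells, because the mature libraries of Pecam1 spread by 8.21 CPM (SD), which would hide a rise of the size that most of the other genes showed.

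Cartilage genes had a median of −1.13 over 12 genes (camera adjusted p = 1.5e-06), of which 6 were lower and 2 higher in both elderly libraries. The median was −0.71 without mature replicate 2, −0.70 without elderly replicate 2 and −0.62 with filterByExpr. There were 4 with an adjusted p under 0.05 over all genes and 5 when adjusted over the list alone, and 9 of the 12 are also in the matrix organization list. Acan, Hapln1 and Col10a1 fell, whereas Chad changed by −0.30, Col9a2 by −0.20 and Sox9 by 0.45, each with an adjusted p of 0.449 or more. A loss of cartilage cells would lower Chad along with Acan, so the value of −0.30 argues against it as the cause of the whole change. A change within the sorted cells stays open. Col2a1, which is included in these values, went the other way and rose by 2.81 (adjusted p = 0.0325), from 6 and 8 to 71 and 34 counts. Its rise rests on the 923 bases of its 12 transcripts that could be counted.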

How the results depend on the processing

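The alternatives that were added after seeing the data are the counts summed per gene, the exact test on protein-coding transcripts, undetected transcripts at their limit, and the settings of the lists' medians and of list members. All the other alternatives were run as set. No test of an explanation is reported in this part. Scalings moved the median of all transcripts with at least 1 CPM by little, from −0.014 to −0.011.

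A2m kept its direction and its adjusted p under 0.05 in every test, filter and scaling with age as the only term, with a log2 fold change between −4.08 and −4.02. When each library was left out in turn, it ran from −5.24 to −3.39, the low end without elderly replicate 2 and the high end without elderly replicate 1.

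Among 42 lower and 302 higher transcripts in the main analysis, the counts changed with the test. Lower transcripts were 77 without a filter, 75 with the robust fit and 26 with library size alone. Higher transcripts were 176 with the exact test and 180 with library size alone. Other thresholds gave 89 lower and 602 higher transcripts at an absolute log2 fold change over 1, 94 and 610 with no fold change limit, and 364 and 941 at an unadjusted p under 0.05. The exact test gave 537 and 1287 at an unadjusted p under 0.05, and 28 and 176 at an absolute log2 fold change over 1. Counts summed per gene gave 201 higher genes, and the exact test on protein-coding transcripts 22 lower and 104 higher. The prior degrees of freedom, which set how far each transcript's variance is drawn to the common trend, were infinite without a filter and in the robust fit, 20.4 in the main analysis, 11.9 with filterByExpr and 10.1 with library size alone. Lower transcripts made up 12.2% of the calls in the main analysis and 11.8% with TMM without immunoglobulin, hemoglobin and histone genes. At an unadjusted p under 0.05 they made up 27.9% and, with the exact test, 29.4%.

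The rank of A2m by log2 fold change, 13 in the main analysis, was 9 with DESeq2, 17 with the exact test, 8 with filterByExpr, 24 without a filter, 8 with library size alone, 24 with the robust fit, 11 with protein-coding genes only, 8 with counts summed per gene, 11 with the exact test on protein-coding transcripts and 4 with undetected transcripts at their limit. Its rank by p, 1 in the main analysis, was 18 with DESeq2, 3 with the exact test, 3 with filterByExpr, 49 with the robust fit, 4 with counts summed per gene and 2 with the exact test on protein-coding transcripts. The cause of these shifts, of the counts under other tests and of the other changes below was not tested, except that a looser or stricter threshold changes a count by construction.

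The libraries share replicate numbers between the ages, but nothing ties the same number to the same mice or day. The differences between replicates 1 and 2 correlated by 0.0196 across all transcripts and 0.0475 across those with at least 1 CPM, although PC2 over all transcripts put the replicates of each number on the same side. With the replicate block (the number as an added term), 65 transcripts were lower and 401 higher, of which 42 and 296 were among the main calls, and A2m had a log2 fold change of −4.25 (adjusted p = 2.3e-50, the smallest of its alternatives, which reached up to 0.0146) and ranked 14 by log2 fold change. With the replicate block, 5 of 98 named genes changed direction and the median of the eosinophil list was 0.53. With so few libraries this fit leaves 1 residual degree of freedom, and its calls rest on variance shared across transcripts.

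PC1 held 72.8% of the variance with 1000 transcripts, 47.3% with all, 73.7% with rlog, 63.3% with log2 CPM, 37.5% with all transcripts scaled and 77.9% without immunoglobulin genes. PC2 held 27.3% with all transcripts, 15.9% with rlog, 18.7% with log2 CPM and 32.5% with all transcripts scaled. Clustering by age was 1 (the first split follows age) in every alternative except the 1000 transcripts with the highest mean, where it was 0.

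Set tests that use the libraries' own correlation gave no list an adjusted p under 0.05. With the estimated correlation and with fry, the adjusted p was 0.268 and 0.141 for cholesterol biosynthesis, 0.268 and 0.156 for histones, 0.306 and 0.179 for B-lineage cells and 0.373 and 0.309 for LEPR+ stromal cells. These tests depend on the few residual degrees of freedom of 4 libraries. With the other filters and scalings the adjusted p of these lists stayed under 0.05, at most 4.2e-04. Fry gave the matrix organization list the opposite direction, with an adjusted p of 0.681. Its median was −0.015, 0.023 with library size alone and between −0.17 and 0.0090 with each library left out, the high end without elderly replicate 1. The matrix degradation median was 0.016, −0.049 with filterByExpr and between −0.026 and 0.012 with each library left out, the low end without elderly replicate 1. These medians lie close to 0 over genes that go both ways.

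With each library left out, other medians ran from 1.40 to 2.14 for histones, from 0.48 (without elderly replicate 1) to 1.57 (without mature replicate 1) for B-lineage cells, from −0.27 to 0.21 for polyadenylated histone variants, from −0.45 to 0.18 for nuclear noncoding RNAs, from −0.37 (without mature replicate 1) to 2.57 (without mature replicate 2) for megakaryocytes, from −1.24 (without mature replicate 2) to 2.36 (without mature replicate 1) for eosinophils and from −0.091 (without elderly replicate 2) to 0.30 for osteoblasts. The log2 fold change of Lepr ran from −0.54 to 0.025 (without elderly replicate 1), of Lrp1 from −0.068 to 0.034 (without elderly replicate 2) and of Lpl from −0.75 to 0.66 (without mature replicate 1).

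Among 98 named genes, 9 lost their call or their adjusted p under 0.05 with DESeq2, 14 with the exact test, 8 with library size alone and 4 with the robust fit, and none changed direction there. With filterByExpr 4 gave no value, and with protein-coding genes only 14 gave none. Without mature replicate 1, 12 of the 98 changed direction, 7 without mature replicate 2, 7 without elderly replicate 1 and 9 without elderly replicate 2. Of the other results (single genes, list tests and list medians), 74 were run under settings that keep all 4 libraries, which gave 489 values, of which 33 were weaker, 1 stronger, 2 moved, 1 reversed and 452 the same. With 1 library left out, 57 of these results gave 228 values, of which 45 moved, 13 reversed and 170 stayed the same. Depth limits the transcripts with 3 counts or fewer in an age, 13 of the lower and 94 of the higher calls, whose fold is known only as a limit.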

Differences from the paper's values

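No test of an explanation is reported in this part. The values that did not differ by the measure used were the calls, 42 lower against the paper's 50 and 302 higher against the paper's 286, and the log2 fold change of A2m, −4.03 against the paper's −4.06. The paper's methods name the exact test with a dispersion of 0.2, which gave 28 lower and 176 higher transcripts, and keep protein-coding transcripts only, with which that test, an alternative chosen after the data were seen, gave 22 lower and 104 higher. Both differed from the paper's counts.

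For A2m, the paper's p is 3.63e-07 and does not say whether it was adjusted. Unadjusted, the p here was 1.2e-09 against the paper's 3.63e-07. Of the alternatives set before the data were examined, filterByExpr fell within the paper's value, with 3.64e-07 against the paper's 3.63e-07, and the others did not. Adjusted, the p here was 3.8e-06 against the paper's 3.63e-07, and none of the alternatives set before the data were examined or added afterwards closed the gap.

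The paper ranks A2m 5 among the transcripts lower in elderly mice and does not say by what. By log2 fold change it ranked 13 here against the paper's 5, and none of the alternatives set before the data were examined closed the gap (nearest 8), whereas undetected transcripts at their limit, a setting chosen after seeing the values, gave 4. By p it ranked 1 here against the paper's 5, and none of the alternatives set before the data were examined closed the gap, whereas counts summed per gene, a setting chosen after seeing the values, gave 4.

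PC1 held 74.7% of the variance here, against the paper's share of about 48% in Fig. 3B, read by eye, and PC2 held 13.9%, against the paper's about 27% in Fig. 3B, read by eye. Of the alternatives set before the data were examined, all transcripts came closest (47.3% and 27.3%). Log2 CPM (63.3% and 18.7%) and all transcripts scaled (37.5% and 32.5%) narrowed the gaps to under the ratio of 1.5 used here as the limit, without reaching the paper's shares, and 1000 transcripts, rlog and the analysis without immunoglobulin genes did not.

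The libraries held 12.4 M counts (M, mega) on average, against the paper's 20 to 25 M reads passing filter. These are different measures, and none of the alternatives set before the data were examined changes the count. The mean counts of A2m, 7737.5 in mature and 556 in elderly mice, did not differ from the paper's about 7900 and about 540 in Fig. 3E, read by eye. That panel is labelled as TPM in the paper, whereas the TPM computed here were 339 and 19.9, so the paper's means lie near those of raw counts. The single points do not all match, since the lower mature point in Fig. 3E, read by eye, lies above the 5843 counts of that library.

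The paper names Ppbp, Epx, Trem1, Prg2, Cd226, Aspn, Itgb3 and Bcl6 as genes of PC2. Among the 500 most variable transcripts, Aspn had the highest PC2 rank of these, 29, Ppbp ranked 450 and Trem1 489, and Bcl6 was not included. With all transcripts, Ppbp ranked 1, Epx 3 and Prg2 9, but Trem1 2919. Fig. 3C lists Treml1 for PC2 and not Trem1, and Treml1 ranked 4 with all transcripts. Which of these genes the paper's text means is open, so the rank of Trem1 is no clear mismatch. The paper describes clustering by age for the transcripts with the highest expression, and its methods for the most variable ones. The most variable ones clustered by age here, and the 1000 with the highest mean did not. The paper names matrix organization and matrix degradation among the pathways enriched in the changed genes. The hand-written lists for them, which are not the paper's gene sets, had camera adjusted p of 0.790 and 0.455. Camera tests for a shift in 1 direction, whereas the genes of both lists went both ways. These values therefore cannot decide whether the lists are enriched in changed genes. Of their genes, 31 of 194 and 12 of 60 had an adjusted p under 0.05 over all genes tested. Whether these shares exceed that of all genes was not tested.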

Other observations

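The tests of A2m against a lower share of LEPR+ cells, against a few genes taking most of the counts by its value under other scalings, and against lost osteoblasts were set earlier, and all other tests in this part were chosen only after the result was seen.

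A2m was lower in elderly mice, with 196 and 916 counts against 5843 and 9632. A lower share of LEPR+ stromal cells in the elderly pools, as the cause of the whole fall, is argued against by the LEPR+ stromal list. A smaller fall of that share is not excluded. The list had a median of −0.51 and a lowest member of −0.87. All 21 of its genes were lower, 12 of them in both elderly libraries (camera adjusted p = 1.5e-06), 0 had an adjusted p under 0.05 and 6 an unadjusted p under 0.05. Its median was −0.22 without elderly replicate 1. The adipocyte list shares 2 genes with it and the macrophage list 1. A few genes taking counts from all others are argued against by the median of all transcripts with at least 1 CPM, which was −0.012 under scaling by library size alone. The test of this set earlier, the value of A2m under 3 other scalings (−4.02 at the closest to 0), decides little, since these scalings differ little from each other. A loss of osteoblast-lineage cells as a whole is argued against by the osteoblast list, whose lowest member, Wif1, was −1.49. Wif1 itself was lower in both elderly libraries (edgeR adjusted p = 0.0021). The paper describes A2m as enriched in LEPR+ subpopulations that express Mgp and Wif1. Mgp rose by 0.55 (edgeR adjusted p = 0.412). A loss limited to cells that express Wif1 is not excluded. A loss of all cartilage cells is argued against by the cartilage genes with at least 1 CPM. Only 3 of these 10 genes fell by more than 2 on the log2 scale. Acan, at −4.27, and Hapln1, at least 33.8-fold lower, did fall as far as A2m, whereas Chad changed by −0.30. A loss limited to cells that express the genes that fell is not excluded. Uncounted overlapping reads are argued against by the 4670 bases of A2m, all of which are free of other exons. A change within the sorted cells with age stays open as a hypothesis, as do differences between the pools that follow no tested cell type.

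All 25621 transcripts without an exonic base of their own had 0 counts, in line with reads on shared exons having been left out of the counts. Some genes are therefore missing for this reason. Pzp had 26 countable bases over all its transcripts, against a length of 4695 for the longest. S100a9 had 13 against 519 and Ptprc 152 against 5814, so the low counts of these genes are not read as low expression. Ptprc, which encodes CD45, had 4 and 1 counts in the mature and 12 and 8 in the elderly libraries. Mug2, with all of its 4544 bases countable, had 0 counts in every library. These genes were chosen after their values were seen.

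The mature libraries differed from each other. Megakaryocyte genes were higher in mature replicate 2 for 12 of 13 genes, with a difference of medians of −2.85 on the log2 scale (replicate 1 minus 2), and eosinophil genes were higher in mature replicate 1 for 7 of 7, with a difference of 4.30. Different shares of LEPR+ cells are argued against by the LEPR+ list, whose medians differed by 0.19. Platelet or megakaryocyte RNA in 1 pool and eosinophil RNA in the other cannot be told apart from other differences between the pools, since these counts of genes are the pattern itself. Between the ages, the megakaryocyte median was 0.26 (camera adjusted p = 0.0613), 2.57 without mature replicate 2, −0.37 without mature replicate 1 and −0.019 without elderly replicate 2. The eosinophil median was −0.23 (camera adjusted p = 0.896), 2.36 without mature replicate 1, −1.24 without mature replicate 2 and −0.36 without elderly replicate 2.

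Macrophage genes had a median of 1.93, or 0.72 with undetected genes at their limit, with 7 of 13 genes higher and 1 lower in both elderly libraries (camera adjusted p = 1.7e-05). The median was 4.68 without mature replicate 1 and 1.29 without elderly replicate 2. Mrc1 rose from 7.65 to 29.1 CPM and C1qb from 1.25 to 13.3 CPM. Adipocyte genes had a median of 0.70, with 5 of 13 higher and 1 lower in both elderly libraries (camera adjusted p = 0.0026), 0.32 without mature replicate 2, 0.47 without elderly replicate 2 and 0.22 with filterByExpr. Of these, Ces1d rose from 1.08 to 29.3 CPM. Osteoblast genes had a median of 0.073 (camera adjusted p = 0.756), with 6 of 20 higher and 5 lower in both elderly libraries, 0.18 without mature replicate 2, 0.30 without elderly replicate 1, 0.12 without mature replicate 1 and −0.091 without elderly replicate 2. No explanation was tested for these lists.

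Interferon response genes had a median of 0.13, or 0.096 with undetected genes at their limit, with 11 of 24 higher and 1 lower in both elderly libraries (camera adjusted p = 0.0123), 0.054 without mature replicate 1, 0.28 without mature replicate 2, 0.32 without elderly replicate 1, 0.0053 without elderly replicate 2 and 0.071 with filterByExpr. Immediate early genes had a median of −0.17, with 8 of 22 lower and 1 higher in both elderly libraries (camera adjusted p = 0.0346), and −0.31 without elderly replicate 2. Polyadenylated histone variants had a median of −0.081 (camera adjusted p = 0.756), 0.12 without mature replicate 1, 0.029 without mature replicate 2, −0.27 without elderly replicate 1 and 0.21 without elderly replicate 2. Nuclear noncoding RNAs had a median of 0.13 (camera adjusted p = 0.0090), of which Snhg11 rose by 5.00, and was −0.45 without elderly replicate 1 and −0.0061 without mature replicate 1. The other RNAs without a poly(A) tail had a camera adjusted p of 0.0136. Mature libraries made from total RNA were not tested as a source of their lower median in elderly mice. Male genes, 4 in number, had a median of −0.21 (camera adjusted p = 0.281), and Xist had 32 and 38 counts in the mature and 26 and 72 in the elderly libraries. The series is described as male mice.

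Matrix degradation genes that were higher in elderly mice include 3 that are also in the neutrophil list. That list was written by hand, so more of the higher genes than these 3 could come from neutrophils. Neutrophil transcripts as the only source of the higher genes are argued against by Adamts5, which is not in the neutrophil list and rose by 1.85. Mgp rose by 0.55 (adjusted p = 0.412). Lpl, whose counts here are those of a retained-intron transcript, changed by −0.14, which was 0.66 without mature replicate 1, −0.67 without mature replicate 2, 0.28 without elderly replicate 1 and −0.75 without elderly replicate 2. Lrp1, the receptor of A2M named in the paper, was at 5043 CPM in mature and 4996 CPM in elderly mice.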
